# Microarray gene expression profiles from mature gonad tissues of Atlantic bluefin tuna, *Thunnus thynnus* in the Gulf of Mexico

**DOI:** 10.1186/1471-2164-13-530

**Published:** 2012-10-05

**Authors:** Luke D Gardner, Nishad Jayasundara, Pedro C Castilho, Barbara Block

## Abstract

**Background:**

Bluefin tunas are highly prized pelagic fish species representing a significant economic resource to fisheries throughout the world. Atlantic bluefin tuna (*Thunnus thynnus*) populations have significantly declined due to overexploitation. As a consequence of their value and population decline, *T. thynnus* has been the focus of considerable research effort concerning many aspects of their life history. However, in-depth understanding of *T. thynnus* reproductive biology is still lacking. Knowledge of reproductive physiology is a very important tool for determining effective fisheries and aquaculture management. Transcriptome techniques are proving powerful and provide novel insights into physiological processes. Construction of a microarray from *T. thynnus* ESTs sourced from reproductive tissues has provided an ideal platform to study the reproductive physiology of bluefin tunas. The aim of this investigation was to compare transcription profiles from the ovaries and testes of mature *T. thynnus* to establish sex specific variations underlying their reproductive physiology.

**Results:**

Male and females *T. thynnus* gonad tissues were collected from the wild and histologically staged. Sub-samples of sexually mature tissues were also measured for their mRNA differential expression among the sexes using the custom microarray design BFT 4X44K. A total of 7068 ESTs were assessed for differential expression of which 1273 ESTs were significantly different (p<0.05) with >2 fold change in expression according to sex. Differential expression for 13 of these ESTs was validated with quantitative PCR. These include genes involved in egg envelope formation, hydration, and lipid transport/accumulation more highly expressed in ovaries compared with testis, while genes involved in meiosis, sperm motility and lipid metabolism were more highly expressed in testis compared with ovaries.

**Conclusions:**

This investigation has furthered our knowledge of bluefin tunas reproductive biology by using a contemporary transcriptome approach. Gene expression profiles in *T. thynnus* sexually mature testes and ovaries were characterized with reference to gametogenesis and potential alternative functions. This report is the first application of microarray technology for bluefin tunas and demonstrates the efficacy by which this technique may be used for further characterization of specific biological aspects for this valuable teleost fish.

## Background

Bluefin tunas are highly migratory species that represent a significant economic resource to fisheries globally [1]. Three species have been identified in the Atlantic Ocean (*Thunnus thynnus*), Pacific Ocean (*Thunnus orientalis*) and Southern Ocean (*Thunnus maccoyii*). The Southern and Atlantic bluefin tuna populations have been in significant decline due to overexploitation [2]; the status of the Pacific bluefin is less well known. All three bluefin tuna species have been the subject of recent research efforts to better understand and manage their populations. In recent years, rapid advances in biological techniques for studying highly migratory species has enabled a better understanding of bluefin tuna population structure, oceanic migrations, habitat utilization and genetics [3,4]. Despite these advances, significant questions remain regarding their reproductive dynamics. Aquacultural development of Pacific and Southern bluefin tuna has improved our knowledge of the reproductive biology for these species through the observation of these species in captivity [5].

Atlantic bluefin tuna has been the most challenging of the three bluefin species to understand, primarily due to their complex population structure, the late ages to reproduction in the western population, and logistical challenges of handling the largest of the three bluefin tuna species in captive environments. Currently, at least three populations of bluefin tuna are recognized in the Atlantic and Mediterranean basins [6-9]. Knowledge of the reproductive biology of Atlantic bluefin tuna is still lacking [4] within these discrete populations and is complicated by the extensive mixing population evident from electronic tagging [10]. Evidence suggests that discrete ages to maturity exist among bluefin tuna populations in the Atlantic basin, with Gulf of Mexico spawning populations maturing later than eastern populations, with a year class range showing maturity as early as 8 years of age and a mean closer to 12 years of age for tuna that are spawning in the Gulf of Mexico [11]. In contrast, bluefin tuna in the eastern Mediterranean Sea have been observed to be mature as early as 4 years of age [12], however the mean age to maturity remains unclear due to the presence of western and eastern Mediterranean populations adding complexity to the population biology and fisheries assessments [13].

Knowledge of reproductive biology is a very important tool for effective fisheries and aquaculture management. To date such research has been largely limited to large-scale manifestations of field biology including, spawning season, sex ratio, batch fecundity, gonadosomatic index and gonad histological analysis [14]. Since knowledge of reproductive biology is a critical component of effective fisheries and aquaculture management, further research into the physiological mechanisms underlying Atlantic bluefin tuna reproductive biology is necessary.

Recently, researchers have begun to address the paucity of information in Atlantic bluefin tuna reproductive physiology. Endocrinology studies have measured circulating concentrations of hormones in reference to sex and maturity as well as the effects of hormonal administration on gonads [14-17]. Similarly, Atlantic bluefin tuna gonad reproductive physiology has also been qualitatively investigated at the transcriptome level. Chini et al. [18] sequenced and partially annotated expressed sequence tag (EST) libraries containing 10163 EST from the testis, ovary and liver of mature *Thunnus thynnus*. Similar transcriptome based studies are becoming increasingly prevalent amongst researchers to investigate physiological processes in a number of fish, especially in model organisms or fish with commercial relevance [19-21]. These transcriptome techniques are becoming an established technology for providing novel insights into physiological processes. The availability of 10163 *T. thynnus* ESTs forms a foundation from which the reproductive physiology of bluefin tunas may be further elucidated.

The aim of this investigation was to identify and compare the transcriptomes of the ovaries and testes of mature Atlantic bluefin tuna to establish sex specific variations underlying their reproductive physiology. For this purpose we generated a novel microarray capable of measuring the differential transcriptional expression of 7068 ESTs from *T. thynnus*. The development of the microarray platform in conjunction with examination of gonadal histology and quantitative PCR (QPCR) identified a number of differentially expressed transcripts with particular relevance to the underlying processes of Atlantic bluefin tuna reproductive physiology.

## Results

### Histology

Ovarian tissue from four female Atlantic bluefin tuna from the Gulf of Mexico were examined using histology. These fish ranged in curved fork length from 225 to 266 cm. Representative histological samples of the ovaries are shown in Figure 1. Ovarian tissue from fish 1, 2 and 4 of the four Atlantic bluefin tuna were classed at stage 6 maturity [22] indicated by the presence of fully yolked oocytes, some of which were displaying coalescence of lipid droplets and early stage nucleus migration. Less than 50% of the fully yolked oocytes were undergoing atresia and post ovulatory follicles were also present. According to Itano et al. [22] this is typical of an actively reproductive and spawning fish. Histological observations of the ovarian tissue from fish 3 are more consistent with stage 4 of Itano’s et al. [22] maturity index noting a high incidence of unyolked and partially yolked oocytes. Atresia of fully yolked oocytes was also noted. According to its designation, fish 3 is considered to have reached a fully yolked and potentially reproductive state but has regressed to a reproductively inactive state. 

**Figure 1:**
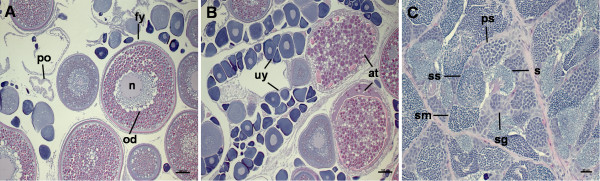
** Histological analysis of *T. thynnus* gonad tissue.** Transverse sections of mature *T. thynnus* gonads at different stages as per Itano et al. [22] and Schaefer [23] designations. (**A**) Stage 6 mature ovaries displaying fully yolked oocytes (fy), oil droplets (od), nucleus (n) and post ovulatory follicles (po), scale bar = 100 μm. (**B**) Stage 4 mature ovaries exhibiting a high proportion of unyolked oocytes (uy) and fully yolked oocytes undergoing atresia (at), scale bar = 100 μm. (**C**) Mature unrestricted spermatogonial testis displaying spermatogonia (sg), spermatocytes (ss), spermatids (sm) and spermatozoa (s), scale bar = 20 μm.

Testis tissue used in this investigation were obtained from four males ranging in curved fork length from 213 to 269 cm. Histological slide preparations of testis tissue taken from these four males all showed a mature unrestricted spermatogonial type, demonstrated by the presence of all stages of spermatogenesis occurring throughout the seminiferous tubules including spermatogonia, spermatocytes, spermatids and spermatozoa [23].

### Microarray findings

Gonad tissue from eight wild *T. thynnus* adults caught in the Gulf of Mexico were analysed for differential gene expression on the BFT 4X44K microarray in reference to gender (four males vs. four females). 

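RNA from the gonad of each fish was labelled with Cy5 and hybridised beside a pool of equal amounts of RNA from all 8 fish labelled with Cy3, so each of the 8 arrays gives the ratio of 1 gonad to the pool. There were 4 ovary and 4 testis arrays, 1 per fish, and no dye swaps. By their headers, the files were made with Feature Extraction version 9.5.3.1. The authors deposited the spot intensities of both channels and a log10 ratio of sample to pool, after background subtraction and Lowess dye normalization. Each array holds 43309 spots, of which 1417 are controls. The others belong to 20946 probes with 2 spots each, and by their names to 7074 ESTs with 1 to 12 probes each (median 3). In the sample channel, 58.9% to 77.7% of spots were well above background on the ovary arrays (median 63.4%), and 66.6% to 87.7% on the testis arrays (median 82.1%). In the pool channel the range over all 8 arrays was 96.4% to 98.5%. The deposited ratios were put on the log2 scale, control spots and spots flagged as outliers were left out, and the spots of a probe were averaged. Ovary and testis were compared with limma for the 20908 probes that had a value on at least 3 arrays of each sex. A probe was called when its adjusted p (Benjamini-Hochberg) was below 0.05 and its change was more than 2-fold. For each EST the mean over all its probes was fitted the same way, which is named the EST fit below. Fold changes are ovary minus testis on the log2 scale, so a negative value is higher in testis. All ovary arrays were scanned before all testis arrays, with 0 testis arrays among the first 4, so the order of scanning and sex cannot be told apart. The platform holds 4 arrays per slide and the files name no slides, so sex may also coincide with slide and hybridization.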

A total of 1820 microarray features were defined as significantly different (p<0.05) with a log_2_ transformed fold change greater than one between the conditions. 

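Between the ovary and testis arrays 2858 probes were called, 1669 of them higher in ovary and 1189 higher in testis. Without adjustment, 6472 probes had a limma p below 0.05. Of the probes called higher in ovary, 1390 were well above background in the sample channel on all 8 arrays, as were 811 of those called higher in testis. By ratio, the alternative that moved the count most was an adjusted p below 0.01, with 1081 probes, followed by median centring with 1180. The highest count among the alternatives was 5267, with array weights. The methods' t-test on the same values called 1742 probes, 1011 higher in ovary and 731 higher in testis.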

A hierarchical clustered heat map of these 1820 features across all of the male and female gonads (4 per condition) shows their relative gene expression arranged according to similar feature expression profiles (Figure 2). The upper limits of these features’ log_2_ transformed fold change range from 4.5 in the female gonad specific features to 5.4 in the male gonad specific features. These log_2_ fold change values equate to an absolute fold change of 23 and 43 respectively. 

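Among called probes the largest change higher in ovary belonged to a probe of TTC04625, with a log2 fold change of 4.53 (standard error 0.52, adjusted p = 0.00194 from limma), or 23.1-fold. Its mean log2 ratio to the pool was 0.30 on the ovary arrays and -4.23 on the testis arrays. The largest change higher in testis belonged to a probe of TTC02390, with a log2 fold change of -5.45 (standard error 0.61, adjusted p = 0.00174), or 43.6-fold. This probe had a mean log2 ratio of -4.75 on the ovary arrays and 0.69 on the testis arrays. With array weights, the largest changes were 4.43 and -6.17 on the log2 scale. They were 4.03 and -4.67 with loess, and 4.83 and -5.09 after median centring.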

Within the 1820 microarray features, 1273 ESTs are represented, 737 of which are reported as having transcript abundances greater than 2-fold higher in the female gonad tissue in comparison to the male gonad tissue (Additional file 1). Likewise, the remaining 536 ESTs were found to be expressed as greater than 2-fold higher in the male gonad tissue in reference to the female gonad tissue (Additional file 2).

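By probe name, the called probes belonged to 1829 ESTs, and 1030 of these had at least 1 probe called higher in ovary. The EST fit, which averages over called and uncalled probes alike, called 1079 ESTs, 656 of them higher in ovary. Median centring of the arrays gave the lowest number among the other normalizations, 736 ESTs with a called probe. Of the ESTs in the paper's Additional file 1, 694 of 737 (94.2%) had a probe called higher in ovary.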

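At least 1 probe was called higher in testis for 808 ESTs. Of these, 9 also had a probe called higher in ovary. The EST fit called 423 ESTs higher in testis. Of the ESTs in the paper's Additional file 2, 523 of 536 (97.6%) had a probe called higher in testis. After median centring only 139 ESTs had such a probe.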

**Figure 2:**
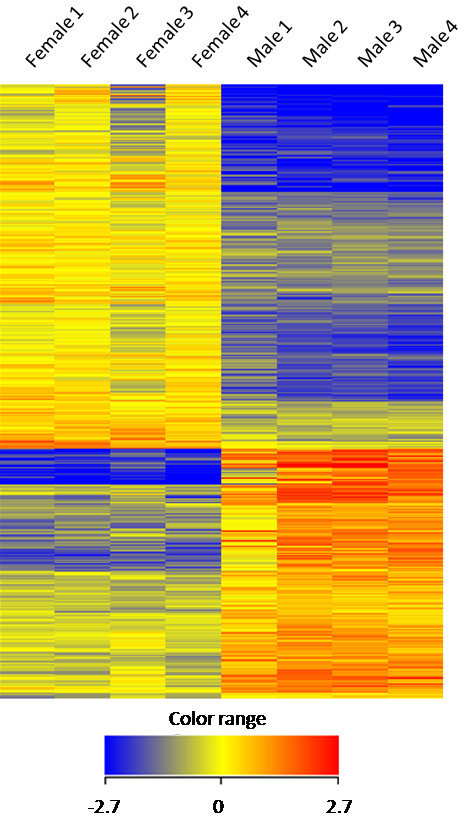
** Hierarchical heat map of *T. thynnus* ESTs differentially expressed among male and female gonad tissue.** A hierarchical clustered heat map showing the log_2_ transformed expression values for microarray features on the BFT 4X44K Array following hybridization of mRNA preparations from *T. thynnus* male and female gonad tissue. The individual features are not labelled but are pictured horizontally showing their relative expression values across all replicates of the male and female gonad tissues. The intensity of the color scheme is calibrated to the log_2_ expression values such that red refers to higher transcript abundance and blue refers to lower transcript abundance. The features displayed are those which are significantly different (p<0.05) between the male and female conditions and have a log_2_ fold change value greater than one.

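Pearson correlations of log2 ratios were computed across the tested probes, which are not independent replicates. Between pairs of testis arrays r ranged from 0.400 to 0.837, with a median of 0.682 over 6 pairs. The 3 pairs without Male 1 had r from 0.747 to 0.837. Male 1 had r from 0.400 to 0.618 with the other testis arrays.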

Overall, gene expression in males shows a clear concordance among the individuals. The female gene expression profiles also show a high reproducibility among the individuals with the exception of Female 3 (Figure 2). 

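Between pairs of ovary arrays r ranged from 0.0924 to 0.547, with a median of 0.389 over 6 pairs. Without Female 3 the range was 0.341 to 0.547. The correlation of Female 3 with the other ovary arrays was 0.0924 to 0.438, and with the testis arrays 0.156 to 0.513. Each of the other ovary arrays had r from -0.293 to 0.258 with the testis arrays. Over the 11931 tested probes that were well above background on all 8 arrays, the median r between ovary arrays other than Female 3 was 0.612.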

The expression profile of this female gonad sample appears to be partially similar in profile to both the male and female condition. 

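The position of each array was measured along the difference between the mean testis and the mean ovary array, both taken without that array and over the probes called without it, with 0 at the testis mean and 1 at the ovary mean. Female 3 lay at 0.602, and the other ovary arrays between 0.969 and 1.01. Over the probes higher in ovary alone the position of Female 3 was 0.505, and over those higher in testis alone it was 0.748. With normexp background correction and loess it was 0.609. Male 1 lay at 0.401, while the other testis arrays were at -0.0400 to -0.0238. With normexp and loess Male 1 lay at 0.511.

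**Figure D1:**
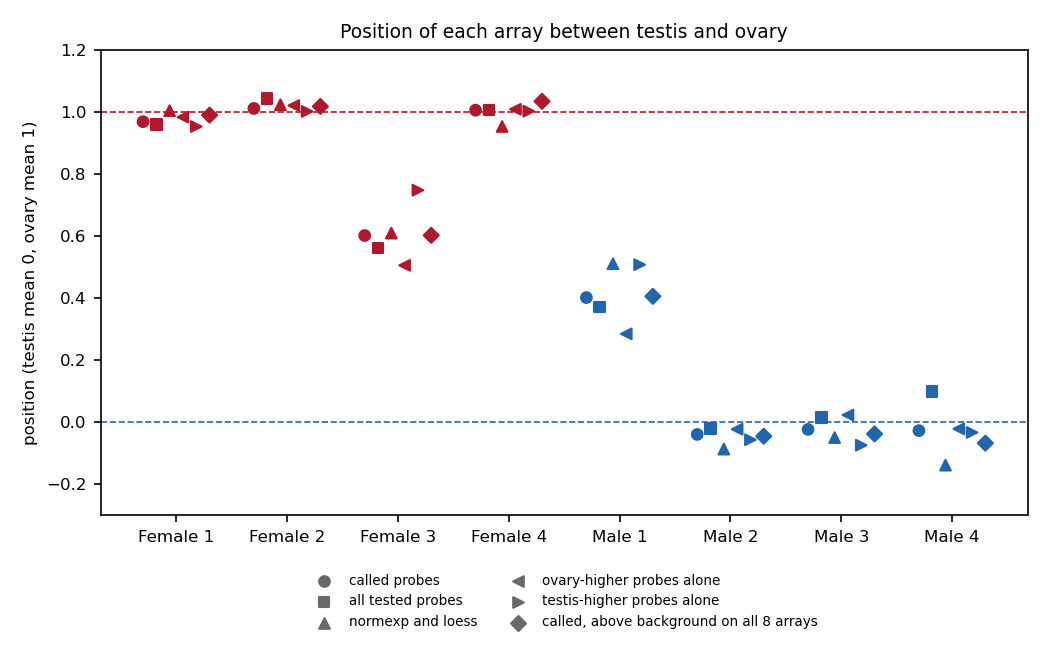
Position of each of the 8 arrays (x axis) between the mean testis array (0, blue dashed line) and the mean ovary array (1, red dashed line). Points are ovary arrays in red and testis arrays in blue, with 1 marker for each set of probes or normalization. Female 3 and Male 1 lie between the lines.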

Additional statistical analyses were performed excluding Female 3, however little variation in the list of microarray features deemed statistically significant was noted.

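Without Female 3, 3982 probes were called, of which 2635 were among those called with all 8 arrays, 92.2% of the latter. The other 1347 probes were called only without Female 3, and 223 called probes were lost. Leaving out any other ovary array gave between 1578 and 2071 called probes. Without Male 1 there were 3487.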

Annotation of the entire BFT 4X44K Array ESTs is relatively low compared to model organisms (zebrafish, killifish, mouse, rat), at 18% of the 7068 ESTs. A further comparison of the annotation percentage between the male and female specific EST lists showed a similarly low level of annotation at 16% for each condition. Considering this level of annotation, automated Gene Ontology annotation categorization techniques were not used to interpret biological meaning for the significant differentially expressed transcripts identified. Instead differentially expressed transcripts were considered individually for biological relevance and grouped accordingly. Gene categories identified from the microarray analysis as pertinent to this study include those concerned with egg envelope formation, yolk proteolysis, oocyte hydration, and lipid accumulation in the case of higher ovarian expression. Relevant categories identified as being expressed in higher concentrations in the testes include meiosis, sperm motility and lipid metabolism.

### Quantitative PCR

*T. thynnus* transcripts shown by microarray analysis to be significantly differentially expressed between male and female gonad tissue were selected for QPCR relative abundance analyses, primarily to validate the microarray differential expression findings. The ESTs selected for QPCR analysis were chosen based on a process favouring ESTs with BLAST sequence similarities to genes that had established annotations and which also had a perceived relevance to reproduction in vertebrates. In the cases where several ESTs showed similar BLAST sequence similarities, usually only one EST was selected for QPCR analysis meant to serve as a proxy validation for the larger EST group (Table 1). The relative differential expression between male and female *T. thynnus* gonads was assessed for a total of 13 transcripts. 

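The EST fit gave the microarray change of the ESTs taken to QPCR. The 9 ESTs chosen as higher in ovary (TTC00305, TTC00056, TTC00935, TTC04136, TTC00230, TTC00180, TTC04625, TTC00964 and TTC00209) have 27 probes, of which 22 were called higher in ovary. All 9 passed an adjusted p below 0.05, over all ESTs and adjusted over the list alone, though the study chose the list on these samples. Ovary and testis arrays did not overlap for 8 of them, where chance gives 2.86% for any 1 EST. With 1 array left out, the smallest log2 fold change was 0.77 for TTC04136, 1.09 for TTC00180, 1.37 for TTC00305 and 1.43 for TTC00935, and TTC00180 had an adjusted p above 0.05 without each of 6 arrays.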

Nine transcripts were chosen to represent gene categories of interest with significant higher expression in the ovaries including: ZPC1-TTC00305, vitelline envelope protein gamma-TTC00056, alveolin-TTC00935, choriogenin L-TTC04136 (egg envelope formation); Cathepsin S-TTC00230 (yolk proteolysis); Aquaporin 1-TTC00180, Tmc6 related protein 1-TTC04625 (oocyte hydration); Fatty acid-binding protein, adipocyte-TTC00964, Epididymal secretory protein E1 precursor-TTC00209 (lipid accumulation) (Figure 3). Four transcripts were chosen to represent the gene categories of interest with significantly higher expression in the testis including: Synaptonemal complex protein 3-TTC02745 (meiosis); T-complex-associated testis-expressed protein 1-TTC02749 (sperm motility); Brain-type fatty acid binding protein-TTC05153, Intestinal fatty acid-binding protein-TTC05128 (lipid metabolism) (Figure 3).

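The 4 ESTs chosen as higher in testis (TTC02745, TTC02749, TTC05153 and TTC05128) have 12 probes, and all 12 were called higher in testis. Their median log2 fold change in the EST fit was -3.21. After median centring the adjusted p was 0.0902 for TTC02749, 0.0621 for TTC05153 and 0.174 for TTC05128, while that of TTC02745 stayed below 0.05. Ovary and testis arrays did not overlap for any of the 4.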

**Table 1:** **A subset of significant differentially expressed ESTs from *T. thynnus* female and male gonad tissue**

***T. thynnus*EST identifier**	***T. thynnus*EST accession number**	**Relative fold change**	**Blast2GO sequence similarity description**	**Reference sequence**	E-value^*^
**Significantly differentially expressed at greater abundances in*T. thynnus*ovarian tissue relative to testes tissue**					
TTC00054	EC091690	6.1	ZPC1 [*Oryzias latipes*]	AAN31188.1	1e-26
TTC00677	EC092378	5.2	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	7e-21
TTC00305	EC091965	4.5	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	1e-22
TTC00023	EC091658	4.2	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	2e-73
TTC05527	EH000098	2.6	ZPC1 [*Oryzias latipes*]	AAN31188.1	2e-24
TTC00911	EC092645	4.1	zona pellucida sperm-binding protein 4 precursor [*Felis catus*]	NP_001009260.1	8e-12
TTC00906	EC092640	4.7	ZPB domain containing protein [*Oryzias latipes*]	NP_001098217.1	8e-51
TTC00944	EC092682	4.2	ZP1 precursor [*Mus musculus*]	AAC48480.1	1e-12
TTC03982	EG630106	5.8	ZPB [*Oryzias latipes*]	AAN31187.1	8e-61
TTC00652	EC092350	3.2	ZP2 [*Cyprinus carpio*]	CAA96572.1	2e-08
TTC04154	EG630316	8.6	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	7e-52
TTC04773	EG631058	3.3	ZPC2 [*Oryzias latipes*]	AAN31189.1	1e-28
TTC00418	EC092092	3.1	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	9e-15
TTC04501	EG630741	2.8	ZPC1 [*Cynoglossus semilaevis*]	ABY81291.1	2e-17
TTC00056	EC091692	6.4	vitelline envelope protein gamma [*Oncorhynchus mykiss*]	NP_001117746.1	3e-09
TTC00654	EC092352	4.2	ZP3 [*Carassius auratus*]	CAA88838.1	1e-14
TTC00493	EC092174	7.6	egg envelope glycoprotein [*Xenopus laevis*]	AAY22122.1	4e-05
TTC01165	EC092929	3.5	egg envelope glycoprotein [*Xenopus laevis*]	AAY22123.1	1e-07
TTC04306	EG630505	3.0	egg envelope glycoprotein [*Xenopus laevis*]	AAY22122.1	3e-10
TTC00935	EC092671	4.2	alveolin [*Oryzias latipes*]	NP_001098139.1	2e-12
TTC04136	EG630294	2.9	choriogenin L [*Fundulus heteroclitus*]	BAJ07538.1	1e-04
TTC00085	EC091723	10.3	Cathepsin Z precursor [*Osmerus mordax*]	ACO09238.1	8e-51
TTC01243	EC093018	3.9	cathepsin Z-like protein [*Lutjanus argentimaculatus*]	ACO82387.1	4e-24
TTC00340	EC092003	2.4	Cathepsin Z precursor [*Osmerus mordax*]	ACO09238.1	6e-85
TTC00230	EC091881	5.5	cathepsin S [*Oryzias latipes*]	NP_001098157.1	2e-97
TTC04658	EG630923	5.2	cathepsin S [*Oryzias latipes*]	NP_001098157.1	5e-42
TTC00689	EC092390	4.9	cathepsin S [*Ictalurus punctatus*]	ABD65539.1	3e-18
TTC00766	EC092478	4.8	cathepsin S [*Oryzias latipes*]	NP_001098157.1	7e-32
TTC04399	EG630616	4.7	cathepsin S [*Ictalurus furcatus*]	ADO27765.1	9e-13
TTC00605	EC092298	4.5	cathepsin K [*Fundulus heteroclitus*]	AAO64475.1	2e-13
TTC04464	EG630693	4.2	cathepsin S [*Oryzias latipes*]	NP_001098157.1	5e-43
TTC03943	EG630062	2.0	cathepsin S precursor [*Fundulus heteroclitus*]	AAO64477.1	1e-06
TTC00346	EC092009	4.8	cathepsin S [*Oryzias latipes*]	NP_001098157.1	3e-28
TTC00235	EC091886	3.8	cathepsin [*Paralabidochromis chilotes*]	AAQ01147.1	6e-15
TTC06758	EH667736	3.0	cathepsin L-like protein [*Lutjanus argentimaculatus*]	ACO82386.1	4e-50
TTC04596	EG630853	3.8	cathepsin K precursor	NP_031828.2	3e-28
TTC04425	EG630647	5.7	aquaporin [*Solea senegalensis*]	AAV34612.1	1e-21
TTC04368	EG630581	5.2	aquaporin 1o [*Cynoglossus semilaevis*]	ADG21867.1	2e-40
TTC00180	EC091829	4.5	aquaporin 1o [*Cynoglossus semilaevis*]	ADG21867.1	2e-34
TTC00584	EC092275	5.0	aquaporin [*Solea senegalensis*]	AAV34612.1	3e-11
TTC02704	EC918066	4.5	aquaporin 1o [*Cynoglossus semilaevis*]	ADG21867.1	2e-19
TTC04625	EG630885	23.1	Tmc6-related protein 1 [*Takifugu rubripes*]	AAP78785.1	4e-07
TTC01498	EC421545	9.6	fatty acid binding protein 11b [*Danio rerio*]	NP_001018394.1	3e-20
TTC00750	EC092461	4.7	fatty acid-binding protein liver-type [*Ictalurus punctatus*]	ADO29352.1	6e-34
TTC04564	EG630815	4.7	fatty acid-binding protein liver-type [*Ictalurus punctatus*]	ADO29352.1	2e-27
TTC07800	EL610584	4.4	Fatty acid-binding protein, heart [*Anoplopoma fimbria*]	ACQ57957.1	5e-43
TTC04356	EG630567	4.0	fatty acid-binding protein liver-type [*Ictalurus punctatus*]	ADO29352.1	1e-26
TTC03876	EG629978	3.5	fatty acid binding protein 1 [*Mesocricetus auratus*]	AAV33399.1	4e-07
TTC00964	EC092703	2.8	Fatty acid-binding protein, adipocyte [*Salmo salar*]	NP_001134675.1	5e-54
TTC00209	EC091860	7.6	Epididymal secretory protein E1 precursor [A. fimbria]	ACQ58497.1	2e-32
TTC04551	EG630798	7.2	Epididymal secretory protein E1 precursor [*Osmerus mordax*]	ACO09051.1	2e-38
TTC00127	EC091768	6.2	Epididymal secretory protein E1 precursor [A. fimbria]	ACQ58497.1	5e-38
TTC01068	EC092821	3.7	Epididymal secretory protein E1 precursor [*A. fimbria*]	ACQ58497.1	2e-13
TTC00421	EC092095	2.8	Epididymal secretory protein E1 precursor [*A. fimbria*]	ACQ58497.1	2e-30
**Significantly differentially expressed at greater abundances in*T. thynnus*testes tissue relative to ovarian tissue**					
TTC05519	EH000090	18.2	tctex1 domain-containing protein 1-A [*Xenopus laevis*]	NP_001090117.1	1e-28
TTC05755	EH000358	11.6	tctex1 domain-containing protein 1-B [*Xenopus laevis*]	NP_001106901.1	2e-25
TTC02749	EC918118	12.6	T-complex-associated testis-expressed protein 1 [*R.norvegicus*]	NP_001101676.1	2e-42
TTC02745	EC918114	12.4	synaptonemal complex protein 3 [*Oncorhynchus mykiss*]	NP_001117979.1	4e-39
TTC05128	EG999641	6.6	intestinal fatty acid-binding protein [*Paralichthys olivaceus*]	ABV91589.1	5e-12
TTC05153	EG999669	33.9	brain-type fatty acid binding protein [*Oryzias latipes*]	NP_001116389.1	8e-11

^*^ Expect value is the likelihood that the sequence similarity match is a random occurrence on the given database.

**Figure 3:**
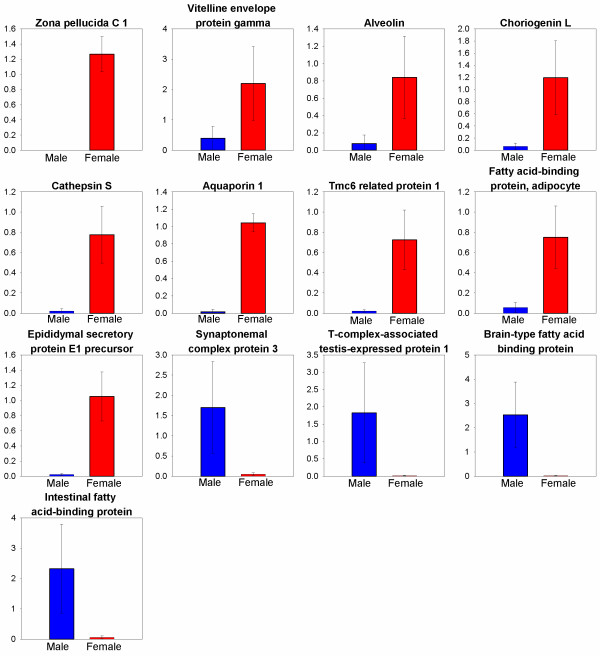
** Mean relative EST abundance between *T. thynnus* male and female gonad tissues as determined by QPCR analysis.** All ESTs graphed are significantly different (p<0.05) with error bars representing standard deviation. Putative EST sequence annotation identities are as follows: Zona pellucida C 1 – TTC00305; Vitelline envelope protein gamma –TTC00056; Alveolin – TTC00935; Choriogenin L – TTC04136; Cathepsin S – TTC00230; Aquaporin 1 – TTC00180; Tmc6 related protein 1 – TTC04625; Fatty acid-binding protein, adipocyte – TTC00964; Epididymal secretory protein E1 precursor – TTC00209; Synaptonemal complex protein 3 – TTC02745; T-complex-associated testis-expressed protein 1 – TTC02749; Brain-type fatty acid binding protein – TTC05153; Intestinal fatty acid-binding protein – TTC05128. Refer to table 1 for accession numbers associated with these ESTs and putative annotations. The colors blue and red refer to male and female gonad tissues respectively. The Y axis represents relative abundance of transcripts between male and female gonads.

## Discussion

Bluefin tunas are apex oceanic predators found in the Atlantic, Southern and Pacific oceans. They are an important commercial resource that are in decline primarily due to over-fishing. Effective management of the wild resources as well as the success of bluefin tuna aquaculture will rely heavily on a thorough understanding of the reproductive biology of these fishes. This investigation was initiated to further our knowledge of bluefin tuna reproductive biology by using a contemporary transcriptome approach novel to bluefin tuna research. The transcriptional expression profiles from *T. Thynnus* male and female mature gonad tissues and their transcript constituents are discussed here with relation to their importance to the reproductive processes of bluefin tuna. ESTs of interest that were over expressed in the *T. thynnus* ovarian tissue are discussed first followed by those that were significantly more highly expressed in the testis tissue. The results from this investigation are likely to be applicable for the *Thunnus* genus as a whole due to the relatively low genomic variation among its members. This is because the Genus is of relatively recent origin as evidenced by comparatively low levels of inter-specific nucleotide variation among member species, ranging from 0.01 for the mitochondrial CO1 gene to 0.03 for nuclear non-coding ITS-1 sequences [24]. Furthermore, because nuclear genomes mutate more slowly than mitochondrial genomes, and because nonsynonymous sites are much less free to vary than non-coding regions [25], we believe our transcriptional methods for Atlantic bluefin will be applicable to other Thunnus species.

### EST differential expression in ovarian tissue

Reproductive strategies in fish vary greatly including aspects such as attraction, gonochorism and sex change, synchronous and asynchronous ovarian development, spawning temporal and spatial patterns and parental care [26,27]. However among teleosts the fertilization strategy is dominated by an oviparous regime in which oocyte development leading up to external fertilization in teleosts appears to be a uniform process. This coordinated assembly of the fish egg is classified into six main sequential phases: oogenesis, primary oocyte growth, cortical alveolus stage, vitellogenesis, maturation and ovulation [28,29].

The histological examination of the *T. thynnus* ovarian tissues used for this investigation showed that oocyte development had reached a mature stage when the fish were captured and sampled. This observation is in concordance with previous findings whereby large bluefin tuna are considered to be present in the Gulf of Mexico predominately from March to June for spawning [30]. The microarray and QPCR results generated from this study using the same *T. thynnus* ovarian samples provides a transcriptome profile of these mature individuals. This permits examining the portion of the transcriptome that may be utilized to generate a gender specific maturation profile. In this regard we detected differential expression of a number *T. thynnus* ESTs present on the BFT 4X44K array that were homologous with annotated genes consistent with mature oocyte presence. Specifically, *T. thynnus* ovarian differentially expressed transcripts pertaining to oogenesis related gene categories to be discussed herein will include those concerned with egg envelope formation, yolk proteolysis, oocyte hydration, and lipid accumulation.

The egg envelope often termed the vitelline envelope (VE) in teleosts is involved in processes including fertilization and protection of the egg and embryo [31]. The VE is formed during oocyte development between the follicle cells and plasma membrane of the oocyte [32] and is composed of a relatively thick proteinaceous extracellular matrix usually of a few major glycoproteins [33]. The terminology for VE proteins and genes is broad due in part to different names being ascribed to various vertebrate groups, including zona pellucida, vitelline membrane, chorion, egg shell protein, zona radiata and vitelline envelope. However, amino acid sequence homologies among these proteins aid in characterizing them via the typical presence of a specific zona pellucida like domain (ZP) [32].

Microarray analysis revealed a total of 21 *T. thynnus* ESTs with significant sequence similarities to genes encoding VE proteins (Table 1). These transcripts were detected at greater abundance in the female gonad of *T. thynnus*. 

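All 21 vitelline envelope ESTs of Table 1 had at least 1 probe called higher in ovary, 45 of their 63 probes in all, and none was called higher in testis. In the EST fit all 21 had an adjusted p below 0.05, and so did 21 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The log2 fold changes ranged from 0.88 to 2.05 with a median of 1.68, and 19 of the 21 were above 2-fold with that adjusted p. Ovary and testis arrays did not overlap for 18 ESTs. Vitelline envelope protein gamma, TTC00056, had the largest change of the group in the EST fit, with a log2 fold change of 2.05 (standard error 0.22, adjusted p = 1.6e-04). Its log2 ratio to the pool was 0.06 ± 0.38 (SD, n = 4) on the ovary arrays and -1.99 ± 0.19 (SD, n = 4) on the testis arrays. Choriogenin L, TTC04136, had a log2 fold change of 0.90 (standard error 0.21, adjusted p = 0.0105), and 1 of its 3 probes lay at -0.09. For TTC00493 and TTC04306, 1 probe was not well above background on any testis array, so TTC00493 was at least 2.74-fold higher in ovary by the normalization used for bounds. For TTC04306 no bound is given, since its EST fit of 1.84-fold lay below the value with that probe at its floor. The methods' t-test on the EST means gave adjusted p of 0.0520 to 0.0721 for TTC00906, TTC00944, TTC04154 and TTC04306. For TTC00906 it was also 0.0544 with loess and 0.0520 after median centring. That of TTC04306 was also above it without Female 1 (0.0624), without Female 2 (0.0627) and without Male 2 (0.0588). Probes of 16 of the 21 ESTs share a stretch of 20 or more bases with a probe of another EST of the group, so the 21 are not separate measurements.

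**Figure D2:**
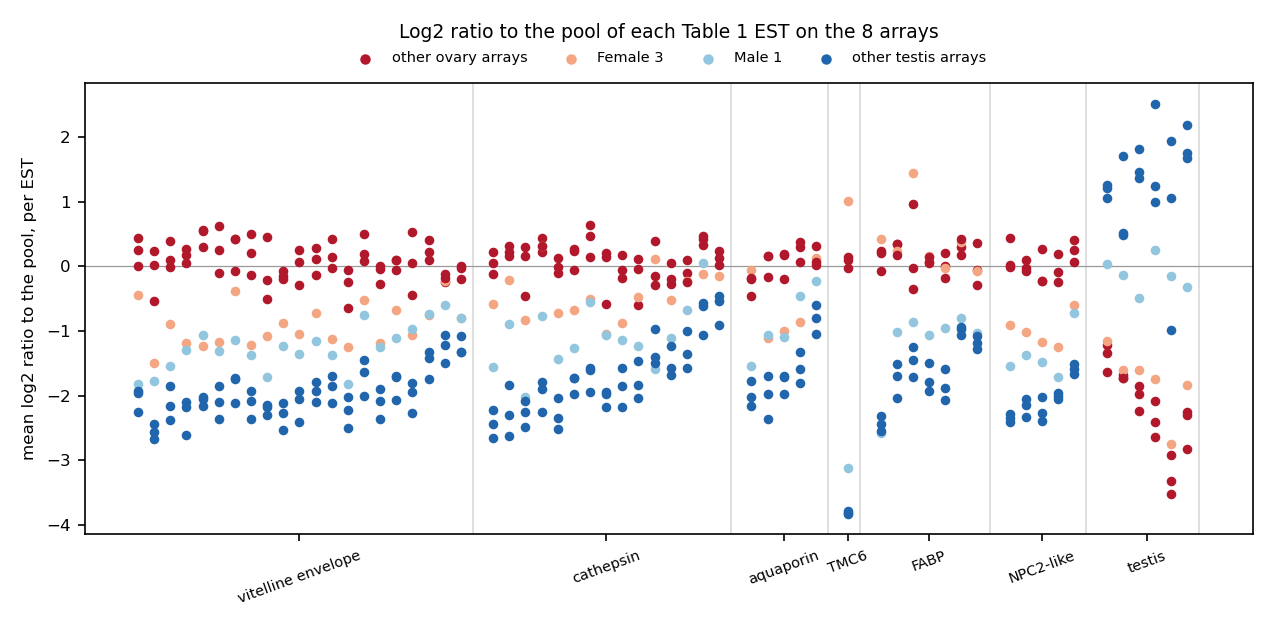
Mean log2 ratio to the pool over the probes of each Table 1 EST (y axis) on the 8 arrays, with the ESTs ordered within their Table 1 group (x axis, FABP for fatty acid binding proteins). Each point is 1 array. For 18 of the 21 vitelline envelope ESTs all ovary points lie above all testis points.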

QPCR analyses of a subset of these VE gene homologs (ZPC1-TTC00305; vitelline envelope protein gamma-TTC00056; alveolin-TTC00935; choriogenin L-TTC04136) validated the differential expression shown by microarray analysis (Figure 3). While these ESTs’ identity and function as VE protein genes is inferred from their sequence similarities it should be noted that previous studies identifying the VE proteins of teleosts have routinely identified only a few major proteins and genes associated with the VE [33-38]. This trend is perhaps an outcome from the ‘protein-down’ approach often employed in these studies including techniques whereby VE gene sequences were searched for using degenerative PCR primers designed from the amino acid sequences of the purified VE proteins. More recently, with the proliferation of genome sequencing among organisms, specifically teleost species zebrafish and medaka, has been established that both these fish have multiple gene isoforms containing ZP domains [37,39]. These findings help to explain the similar detection of multiple ESTs containing ZP domains preferentially expressed in the mature ovaries of *T. thynnus* (Table 1).

Hydration of the oocyte is an integrated process, essential to the maturation of pelagophil eggs [40]. During the final stages of oocyte maturation, an osmotic gradient is created between the oocyte and the interstitial fluid or oviduct leading to a rapid swelling of the oocyte. Hyperosmolality of the yolk drives the oocyte hydration due in part to the proteolytic cleavage of oocyte yolk proteins sequestered during vitellogenesis. This protein degradation results in a rapid increase in concentration of free amino acids (FAA) and small peptides. However, yolk hydrolysis is not the only mechanism driving oocyte hydration. The accumulation of inorganic ions, particularly Cl^-^ in the oocyte is also contributing to the hydration [41]. The rise in these molecules (FAA and inorganic ions) helps to build an osmotic potential between the oocyte and the surrounding environment. This gradient, in conjunction with the water channel protein, aquaporin, drive the hydration of the oocyte which is essential for the production of pelagophil buoyant eggs. Differential expression of transcripts in maturing ovarian tissue of *T. thynnus* with sequence similarities to genes putatively involved in these processes are discussed here together. Namely, protease-encoding genes from the cathepsin family as well as the transmembrane channel-like protein 6 (TMC6) and aquaporin genes are considered.

Cathepsin proteases have been reported to be responsible for yolk protein hydrolysis in teleosts [42-45]. Significant sequence similarities with cathepsin coding genes of 15 *T. thynnus* transcripts that were differentially expressed in the maturing ovarian tissue of *T. thynnus* in this investigation indicate a similar putative function for these ESTs (Table 1). However which members of the cathepsin family are responsible for the final stages of yolk protein hydrolysis is unclear. 

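Of the 15 cathepsin ESTs of Table 1, 14 had at least 1 probe called higher in ovary, 33 of 45 probes in all. In the EST fit all 15 had an adjusted p below 0.05 over all ESTs, and 15 adjusted over the list alone. The study chose the list on these samples, so these counts are not independent evidence. The log2 fold changes had a median of 1.47, and ovary and testis arrays did not overlap for 14 ESTs. Cathepsin S, TTC00230, had a log2 fold change of 2.11 (standard error 0.27, adjusted p = 3.6e-04), from -0.11 ± 0.34 (SD, n = 4) on the ovary arrays and -2.22 ± 0.47 (SD, n = 4) on the testis arrays. TTC03943 had no called probe and a log2 fold change of 0.66 (adjusted p = 0.0253). With 1 probe not well above background on any testis array, it was at least 1.37-fold higher in ovary by the normalization used for bounds. Its adjusted p in the EST fit was above 0.05 without each of Female 1, Female 2, Female 4, Male 3 and Male 4, with the highest of these, 0.0748, without Female 2. It was 0.0660 after median centring, 0.0707 with the brightest spot, 0.108 with dim probes left out and 0.122 over probes well above background. For TTC00235 the methods' t-test gave an adjusted p of 0.0580. Probes of 10 of the 15 ESTs share a stretch of 20 or more bases with another EST of the group.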

Cathepsin L [43] and Cathepsin B [44,46], have both been purported separately as the main protease responsible for the final hydrolysis of the yolk proteins in different teleost species. Furthermore, cathepsin D has been reported as the initial protease responsible for cleaving the yolk precursor protein, vitellogenin, into the yolk proteins [43,47]. Interestingly, none of these cathepsins seem likely to be involved in yolk proteolysis in *T. thynnus* maturing oocytes. In this investigation only one of the 15 *T. thynnus* transcripts preferentially expressed in maturing ovarian tissue showed a sequence similarity to cathepsin L while the remaining EST sequences aligned with cathepsin Z precursor (3) and cathepsin S (14) (Table 1). 

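The EST similar to cathepsin L, TTC06758, had a log2 fold change of 1.38 (standard error 0.22, adjusted p = 0.00126), and all 3 of its probes were called. The cathepsin Z ESTs TTC00085, TTC00340 and TTC01243 had log2 fold changes of 2.03, 1.45 and 0.83. For TTC01243, 1 of 3 probes was called and another lay at -0.78. A probe of opposite sign was also present for the cathepsin S ESTs TTC04464 (-0.93) and TTC00766 (-0.68). The adjusted p of TTC01243 was 0.0351 with all arrays and above 0.05 without each of 6 arrays, with the highest value of these, 0.104, without Female 2. With the methods' t-test it was 0.0907, with loess 0.118, with dim probes left out 0.136 and over probes well above background 0.148.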

The potential that the cathepsins putatively involved in yolk proteolysis were not detected in this investigation due to the *T. thynnus* ovarian tissues used being at a different oocyte developmental stage is unlikely. Raldua et al. [44] showed that temporal expression of these yolk proteolysis enzymes is detectable from early vitellogenesis and are stored in the egg as latent acid-activatable proenzymes. Histological examination of the ovarian tissues used in this study indicates female specimens (3 of 4) are in late vitellogenesis during which yolk proteolysis enzymes should be expressed. Therefore it seems likely that *T. thynnus* employs different cathepsin proteases for the initial cleavage of the vitellogenin as well as the final yolk proteolysis in comparison to the current reported enzymes for teleost species.

Although yolk proteolysis has been accounted for an increase in oocyte osmolality, the accumulation of inorganic ions is thought to provide approximately half of the osmolytes [41]. The mechanism by which these inorganic ions accumulate in pelagophil oocytes is largely unknown. *T. thynnus* – trans-membrane channel protein 6 (TMC6) may function to transiently accumulate inorganic ions, specifically Cl^-^ ions into the oocyte thus raising the osmolality required for full oocyte hydration. This transcript was expressed 23 times higher in the ovaries compared to the testes of *T. thynnus* and had the greatest differential expression profile of all 1273 ESTs highlighted in the microarray analysis (Table 1). 

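TTC04625, the EST similar to TMC6, had a log2 fold change of 3.94 in the EST fit (standard error 0.27, adjusted p = 1.7e-05), or 15.3-fold. All 3 of its probes were called, with log2 fold changes from 2.91 to 4.53. Its log2 ratio to the pool was 0.31 ± 0.47 (SD, n = 4) on the ovary arrays and -3.63 ± 0.35 (SD, n = 4) on the testis arrays. Among the ovary arrays it was highest in Female 3 (1.00), whose ovary the paper puts at stage 4 and describes as inactive. In Female 1, Female 2 and Female 4, at stage 6, it was -0.03, 0.15 and 0.10. A relation to stage is untested with 1 fish. With each array left out in turn, the change stayed between 3.71 and 4.11. With loess it was 2.79 and after median centring 2.75, the lowest value over the alternatives. It had the largest change of the ESTs higher in ovary, and 2 ESTs higher in testis had a larger one. TTC00959, which Additional file 1 also names as TMC6, had a log2 fold change of 3.01 (standard error 0.29, adjusted p = 8.6e-05). Its log2 ratio was also highest in Female 3, at 1.17. Both QPCR primers for TTC04625 lie within a probe of TTC00959, so the signals of these ESTs are not separate measurements. From the expression of this transcript in the ovary and from its annotation by homology as a chloride channel, the paper proposes that TMC6 takes part in oocyte hydration by the accumulation of chloride in the oocyte.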

Although currently no annotation references for TMC6 to egg hydration are available, we note that TMC6 is a part of a larger transmembrane channel family. While the discovery of this gene family is relatively novel, a consensus is building in the literature that these proteins may function as ion channels, pumps or transporters [48-50]. Specifically, Hahn et al. [48] concluded that TMC6 is likely to have Cl^-^ channel activity based on sequence homology. Considering the ovarian specific expression of *T. thynnus Tmc6* and its homology-based annotation linking it to Cl^-^ channelling, we propose that TMC6 in the *T. thynnus* oocyte is involved in the oocyte hydration via the accumulation of Cl^-^ in the oocyte thus raising the internal osmolality and driving the influx of water through aquaporin channels.

Following yolk proteolysis and accumulation of inorganic ions, teleost ooycte hydration is typically achieved by an influx of water across an osmotic gradient mediated by the water channel protein aquaporin [41]. Five transcripts differentially expressed in *T. thynnus* ovarian tissue showed sequence similarities to aquaporin suggesting a similar mechanism may be employed in *T. thynnus* (Table 1). 

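All 5 aquaporin ESTs had a called probe, 8 of 15 probes in all. In the EST fit all 5 had an adjusted p below 0.05, over all ESTs and adjusted over the list alone. This is not independent evidence, because the study chose the list on these samples. TTC00584 had a log2 fold change of 1.65 (standard error 0.20, adjusted p = 2.9e-04), with -0.22 ± 0.17 (SD, n = 4) on the ovary arrays and -1.88 ± 0.27 (SD, n = 4) on the testis arrays. TTC04425 had a log2 fold change of 0.80, with 1 probe at 2.51 and another at -0.20. Its adjusted p was 0.0617 without Female 2 and 0.0581 without Male 3. The number with a called probe fell to 3 without Female 2, and also without Male 3. TTC00180, the EST taken to QPCR, had a log2 fold change of 1.26 (adjusted p = 0.0197), and the sexes overlapped. Its adjusted p was above 0.05 without each of 6 arrays, with the highest of these, 0.0666, without Female 2. With loess it was 0.0513, after median centring 0.0550 and with the methods' t-test 0.0930. For TTC04368 the methods' t-test gave an adjusted p of 0.0574. Probes of 4 of the 5 ESTs share a stretch of 20 or more bases.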

Although oocyte hydration occurs just prior to spawning, the expression of the aquaporin protein begins during early vitellogenesis in a similar manner to yolk proteases and is stored within the egg until they are activated by an unknown mechanism [40].

Teleost ovarian development is a nutrient demanding process of which lipids are a substantial requirement for oocyte development. The lipids necessary for developing oocytes are mobilized from reserves within the animals including the liver, muscle and other tissues. Considering the importance of lipid transport and accumulation, differential expression of transcripts with sequence similarities to genes encoding lipid transport proteins in *T. thynnus* ovarian tissue reported in this study are discussed.

A vital component facilitating cellular lipid transport among others is the family of fatty acid binding proteins (FABP). FABPs are cytoplasmic proteins whose primary role is to regulate fatty acid uptake and intracellular transport [51]. 

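In the EST fit the fatty acid binding protein ESTs TTC01498, TTC00750, TTC04564, TTC07800, TTC04356, TTC03876 and TTC00964 were higher in ovary, with a median log2 fold change of 1.67. All 7 had a called probe, 19 of 21 probes in all, and ovary and testis arrays did not overlap for any of the 7. TTC00750 had a log2 fold change of 1.67 (standard error 0.21, adjusted p = 3.6e-04). TTC00964 had a log2 fold change of 1.26 (standard error 0.17, adjusted p = 5.5e-04), from 0.32 ± 0.11 (SD, n = 4) on the ovary arrays and -0.95 ± 0.11 (SD, n = 4) on the testis arrays. For TTC07800, with a log2 fold change of 1.82, the methods' t-test gave an adjusted p of 0.0503. TTC03876 had 1 probe not well above background on any testis array. It was thus at least 2.15-fold higher in ovary by the normalization used for bounds. Probes of 4 of the 7 ESTs share a stretch of 20 or more bases.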

Seven differentially expressed transcripts (TTC01498; TTC00750; TTC04564; TTC07800; TTC04356; TTC03876; TTC00964) in ovarian tissue of *T. thynnus* show sequence similarities with the *Fabp* gene family, particularly *Fabp1* and *Fabp4* (Table 1). Differential expression for TTC00964 was confirmed with QPCR analyses (Figure 3). Considering the intracellular nature of FABP we propose that the ovarian specific expression of these seven transcripts in *T. thynnus* maturing ovaries is likely involved in the membrane trafficking and sequestration of lipids in the oocytes which is a requirement for normal embryo development. This assertion is supported by observations that expression of both *Fabp1* and *Fabp4* are well documented in adipose tissue and liver, both of which are heavily involved in lipid sequestration [52,53]. An additional function for *Fabp* homologues expressed in *T. thynnus* ovarian tissue beyond oocyte lipid accumulation is indicated by a significant sequence similarity between transcripts TTC01498 and *FABP11*. Agulleiro et al. [54] observed in a teleost fish (*Solea senegalensis*) that *Fabp11* (restricted to fishes) was expressed in ovarian follicle cells positively correlated with ovarian atresia (reabsorption of the oocyte), particularly postovulatory regression. While our histological examination of subsamples from the *T. thynnus* ovarian tissue used for microarray analysis was not consistent with postovulatory regression some minor oocyte atresia was observed. Minor oocyte atresia is known to occur normally during ovarian development. The differential expression of TTC01498 in ovarian tissue undergoing minor atresia used for this investigation and the observations of Agulleiro et al. [54] support a putative role for FABP11 in fatty acid trafficking specifically related to oocyte atresia.

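TTC01498 had a log2 fold change of 2.67 (standard error 0.18, adjusted p = 1.7e-05 from limma), and all 3 probes were called, with log2 fold changes from 2.09 to 3.51. Its log2 ratio to the pool was 0.20 ± 0.20 (SD, n = 4) on the ovary arrays and -2.47 ± 0.12 (SD, n = 4) on the testis arrays. With each array left out in turn, the change stayed between 2.59 and 2.75. After median centring it was 1.16 (adjusted p = 0.00129).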

Another lipid transport gene of interest to this study is Epididymal secretory protein E1 gene. 

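The EST fit put TTC00209, TTC04551, TTC00127, TTC01068 and TTC00421 higher in ovary. All 5 had a called probe, 11 of 15 probes in all, and ovary and testis arrays did not overlap for any of them. Their log2 fold changes ranged from 1.40 to 2.02 with a median of 1.70. TTC00209 had a log2 fold change of 2.02 (standard error 0.30, adjusted p = 8.6e-04), with -0.12 ± 0.57 (SD, n = 4) on the ovary arrays and -2.14 ± 0.40 (SD, n = 4) on the testis arrays. Probes of all 5 ESTs share a stretch of 20 or more bases with another of them.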

Despite its title being suggestive of a testicular function, five *T. thynnus* ESTs bearing a significant sequence resemblance to this gene were observed to be preferentially expressed in the ovary in comparison to the testes of *T. thynnus* (Table 1). The relative expression of one of the transcripts (TTC00209) was further examined with QPCR confirming the microarray analysis for this EST and serves as a proxy for the remaining four ESTs (Figure 3). The alternative name for Epididymal secretory protein E1 is and Niemann-Pick disease type C2 (*Npc2*). When considering this alternative gene name and protein functions, its expression in *T. thynnus* ovaries seems more plausible. This protein is known to be involved in cholesterol homeostasis, specifically intracellular cholesterol trafficking [55]. It functions such that after lipoproteins carrying cholesterol are endocytosed and hydrolyzed in lysosomes, the NPC2 is responsible for their exit from the lysosome to where required [56]. This cholesterol homeostatic function likely explains the higher ovarian transcript abundance for the seven *Npc2*-like *T. thynnus* ESTs, given the high lipid requirement for fish oocyte maturation, of which cholesterol is a significant component. Greater concentration of these *Npc2*-like transcripts expressed in the maturing ovary in comparison to the testes of *T. thynnus* would be necessary for the NPC2 to process the influx of cholesterol via intercellular lipid transport proteins like low density lipoprotein (LDL) [57].

### EST differential expression in the testis tissue

Although the development of eggs and sperm share common principles, many aspects of gametogenesis differ between the sexes. Knowledge on spermatogenesis in fish is limited to a few species used in basic research and/or aquaculture biotechnology [58]. The microarray and QPCR results generated from this study using mature *T. thynnus* testes tissue has helped to identify a number of these differences on a molecular level. Specifically, *T. thynnus* testes differentially expressed transcripts related to spermatogenesis is discussed including transcripts potentially involved in meiosis, sperm motility and lipid metabolism.

*T. thynnus* testes are described as having unrestricted spermatogonial distribution whereby gametes are synchronously produced in cysts spread throughout the germinal compartment [59]. Histological classification of the *T. thynnus* testes tissues used in this study (Figure 1) was adapted from [23] classification system for yellowfin tuna. These cysts are present at all spermatogenesis stages during testicular maturation. Final sexual maturation in *T. thynnus* involves a significant enlargement of the testes, but unlike females no apparent noteworthy histological changes are present, with the exception of a marginally higher frequency of the most advanced stages of spermatogenesis in fully mature bluefin tuna [59]. Histological analysis of subsamples from the testes tissue used in this investigation shows spermatozoa are present which is the final product in mature tuna.

The synaptonemal complex (SC) is a meiosis specific structure formed during the first meiotic prophase of germ cells within sexually reproducing organisms. The SC is made up of three proteins - synaptonemal complex protein 1, 2 and 3 (SYCP), involved in chromosome pairing and recombination [60]. *T. thynnus* EST TTC02745 exhibits a significant sequence similarity to *Sycp3* and is shown to be highly differentially expressed in the mature testis of the *T. thynnus* in comparison to ovaries (Table 1, Figure 3). 

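TTC02745 had a log2 fold change of -3.46 (standard error 0.40, adjusted p = 2.2e-04). All 3 of its probes were called, with log2 fold changes from -3.63 to -3.32. Its log2 ratio to the pool was 1.25 ± 0.94 (SD, n = 4) on the testis arrays and -2.21 ± 0.39 (SD, n = 4) on the ovary arrays. With each array left out in turn the change stayed between -3.80 and -3.04, and over all alternatives its smallest size was -2.93.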

SYCP3 is the best characterized of all the SC proteins albeit studied predominately in mammals. However, recent investigations characterizing this protein in fish are highlighting some divergences with the mammalian SC protein [61,62]. Based on previous SCYP3 annotations this protein is not considered to be sexually dimorphic, yet our expression analysis indicated the contrary for *Sycp3*-like EST TTC02745. This is an interesting observation when considering the spawning modes of the species. The testis development of *T. thynnus* is reported as that of the unrestricted spermatogonial testicular type whereby continuous spermatogenesis occurs in the testes tubules [59]. Thus the testes of *T. thynnus* contain germ cells at all stages of development including the first stages of meiosis during which SYCP3 is known to be expressed.

*T. thynnus* females have been described as serial spawners characterized by asynchronous ovarian development in which all stages of oogenesis are continuously present during the spawning season [63]. Despite this apparent continuous gametogenesis similarity, *Sycp3* in ovarian tissue is expressed at a reduced level in comparison to testes tissue. Mammalian studies explain this disparity in that the first stages of meiosis in female germ cells occur during embryonic development after which they go into meiotic arrest until meiosis resumption at puberty [64]. Males in contrast do not begin meiosis until puberty. This meiotic arrest explanation relies on an assumption that female fish like mammals have a finite number of germ cells that cannot be replenished or regenerated. However, this theory has not been established outside mammals and conversely there is some evidence that highly fecund lower vertebrates may produce new oocytes from mitotic oogonia [65]. Therefore considering that *T. thynnus* is a highly fecund species in conjunction with potentially continuously replenishing oocytes, the relatively low meiosis specific *Sycp3*-like EST ovarian expression in comparison to males may indicate some additional mechanism of SYCP3 sexual dimorphism beyond the established mammalian temporal patterns. Furthermore, potential indications for a sex specific role for SYCP3 have been reported in mouse knock-out studies. Male mice lacking *Sycp3* expression were rendered completely sterile while females were only marginally affected remaining largely fertile [66]. This disparity in fertility mediated by SYCP3 indicates that this protein may function differently between sexes with a particular importance for male fertility.

An important molecular component of spermatogenesis is the t-complex, a chromosomal region containing genes known to specifically influence male fertility [67]. 

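The EST fit gave log2 fold changes of -3.63 for TTC05519 (standard error 0.46, adjusted p = 3.6e-04), -2.22 for TTC05755 (standard error 0.28, adjusted p = 3.3e-04) and -2.95 for TTC02749 (standard error 0.42, adjusted p = 6.8e-04). The log2 ratio of TTC02749 to the pool was 1.04 ± 1.04 (SD, n = 4) on the testis arrays and -1.92 ± 0.26 (SD, n = 4) on the ovary arrays. Of the 3 probes of TTC05755, 2 were called and the third lay at 0.01. After median centring, the change of TTC02749 was -1.44 with an adjusted p of 0.0902.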

*T. thynnus* ESTs possessing sequence similarities to two genes known to map to this t-complex, *Tctex1* (TTC05519; TTC05755) and *Tcte1* (TTC02749) genes were found to be highly differential expressed in the mature testis of the *T. thynnus* (Table 1). Differential expression was confirmed with QPCR for EST TTC02749 (Figure 3). TCTE1 is considered to be involved in the species specific molecular interaction between the sperm and egg zona pellucida permitting the penetration of the sperm and fertilization [68]. Species specific recognition of gametes is particularly relevant for *T. thynnus* along with other marine spawning fish as they release their gametes in a highly dynamic environment whereby cross-fertilization is undoubtedly an issue. The molecular mechanism by which this sperm-egg recognition is achieved is largely unknown for marine fish. However the relative differential expression of *Tcte1*-like EST TTC02749 in the mature testis of *T. thynnus* suggests a role in facilitating such species specific gamete fertilization. Also part of the t-complex, TCTEX1 has also been assessed as essential for male fertility in the animals studied. However unlike *Tcte1*, null mutations of *Tctex1* affect the phenotypic function of sperm. TCTEX1 has been characterized as a cytoplasmic dynein light chain subunit involved in ubiquitous intracellular transport processes and the proper attachment between the sperm nucleus and flagellar basal body [69]. Surprisingly, Li et al. [69] found that TCTEX1 contributions to the essential cytoplasmic dynein functions are dispensable while male fertility functions were not. This was demonstrated in drosophila whereby *Tctex1* null mutants were deemed largely viable other than for complete male sterility. This further exemplifies the male specific influence that genes in the t-complex have on spermatid production. Considering ESTs TTC05519 and TTC05755 sequence similarities with *Tctex1* and their differential testis expression in *T. thynnus*, we propose these transcripts are likely to perform a similar function to that of TCTEX1 and as such are a notable aspect of the differentiation between the testis and ovarian transcriptomes of *T. thynnus*.

As previously described in the ovarian component of this discussion, fatty acid binding proteins are part of a multigene family responsible for a diverse array of functions centered on cytoplasmic fatty acid binding. 

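Brain-type fatty acid binding protein, TTC05153, had a log2 fold change of -3.59 (standard error 0.51, adjusted p = 6.8e-04). For TTC05153, 1 probe was not well above background on any ovary array. It was thus at least 4.31-fold higher in testis by the normalization used for bounds alone. Its log2 ratio to the pool was 0.47 ± 1.29 (SD, n = 4) on the testis arrays and -3.12 ± 0.35 (SD, n = 4) on the ovary arrays. Intestinal fatty acid-binding protein, TTC05128, had a log2 fold change of -2.33 (standard error 0.32, adjusted p = 5.9e-04). After median centring the change of TTC05153 was -2.00, and the adjusted p was 0.0621 for TTC05153 and 0.174 for TTC05128.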

The testis differential expression of transcripts TTC05153 and TTC05128 exhibiting sequence similarities to that of the brain type (*Fabp7*) and intestinal type (*Fabp2*) fatty acid binding proteins respectively is further evidence of the diversity of this gene family (Table 1). Differential expression of these FABP-like ESTs is discussed below with reference to *T. thynnus* gonads and their possible function.

Much of FABP7 characterization thus far has largely focused on its expression in the brain of vertebrates, highlighting its association with essential highly polyunsaturated long-chain fatty acids present there, particularly docosahexaenoic acid (DHA) [70]. FABP7 has been shown to have the highest affinity for DHA among all the FABP [71]. Although little is known regarding FABP7 function in the testis, similarities in the fatty acid profiles between the two tissues suggests an explanation for the expression of *Fabp7*-like transcript TTC05153 in the testis of *T. thynnus*. Like the brain, DHA is also present at high concentrations in the retinitis and in mature testis (sperm tail) of vertebrates [72]. Apart from the presence of DHA an additional similarity between these tissues is the presence of axonemes (organelles composed of microtubules). DHA is theorized to contribute to membrane fluidity necessary for the motility of the axoneme [73]. This link is further supported in that DHA deficiencies have been noted to cause retina pigmentosa as well as sperm abnormalities [72]. Taken together we propose that TTC05153 functions similarly to *Fabp7* and its expression in the mature testis of *T. thynnus* is involved in DHA intracellular transport necessary for sperm motility. However it should be noted that this hypothesis does not adequately explain how DHA is incorporated into oocytes. DHA is a well known essential fatty acid present in marine fish eggs, required during embryogenesis particularly for eye and brain development [28]. It may be that the large difference in relative expression of *Fabp7*-like EST TTC05153 between the mature testes and ovaries from *T. thynnus* is simply due to a sexually dimorphic requirement for DHA; oocyte requirements for DHA while significant may be met with considerably less than that of sperm.

Similar to FABP7, much of the previous characterization efforts related to FABP2 function have involved tissues other than testes. Specifically, functional investigations for FABP2 have focused on the intestinal tissues, noting specific polymorphisms in this genes sequence are correlated with obesity and insulin resistance in vertebrates. This has lead to the hypothesis that FABP2 is involved in the transmembrane uptake of dietary fatty acids [74-76]. However, gene knock-out studies in mice showed that FABP2 is not essential to dietary fat absorption but may instead function as a lipid-sensing component of energy homeostasis that alters energy balance and thus body mass in a gender-specific fashion [77]. While this hypothesis is derived from the intestinal studies, a gender-specific role may explain the differential expression of *Fabp*-like EST TTC05123 in the testis of mature *T. thynnus* (Figure 3). 

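TTC05123 had a log2 fold change of -0.77 (standard error 0.25, adjusted p = 0.0482), and none of its 3 probes was called. With each array left out in turn the change stayed between -0.99 and -0.56. The adjusted p was above 0.05 without each of Female 1, Female 2, Female 4, Male 2, Male 3 and Male 4. The highest of these, 0.122, was without Male 2. With dim probes left out it was 0.0544, and over probes well above background 0.0663. The change was -0.27 with loess (adjusted p = 0.209), -0.12 after median centring (0.835) and -0.37 with the brightest spot (0.446). The methods' t-test gave an adjusted p of 0.109. Table 1 and Table 2 list the EST of this annotation as TTC05128, which is the one with a change of more than 2-fold.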

Sex-specific energy budgets are a well established concept owing to different reproductive requirements, especially in highly migratory pelagic fish [78-80]. Therefore based on *Fabp2*-like EST TTC05123 observed sexual dimorphism in expression and the established gender-specific energy requirements for fish, we propose *Fabp2*-like EST TTC05123 is involved in energy homeostasis. Furthermore we suggest that the greater expression of *Fabp2*-like EST TTC05123 in testis tissue compared to ovarian tissue may indicate that male *T. thynnus* are using and/or mobilizing a greater proportion of lipids for energy homeostasis than females who are presumed while present in spawning locations such as the Gulf of Mexico to be sequestering their lipid reserves for oocyte development [81].

## Conclusions

In summary, the transcriptomic approach is a useful tool for examining differential gene expression profiles for the gonadal tissue of *T. thynnus*. In this study, 7068 transcripts were assessed for their differential gene expression in testis and ovarian tissues of sexually mature *T. thynnus*. ESTs bearing sequence similarities to annotated genes and that were significantly differentially over-expressed between the two tissues were considered with respect to their organ’s primary gametogenic functions. A number of important components of oogenesis were discussed in relation to identified ESTs including egg envelope formation, yolk proteolysis, oocyte hydration, and lipid metabolism. Similarly, ESTs potentially related to components significant to spermatogenesis were also discussed, including meiosis, sperm motility and lipid metabolism. These ESTs were characterized with reference to their potential role in conventional gametogenesis and where appropriate, alternative functions were proposed. Additional research is required to corroborate the hypothesized functions of the ESTs identified herein in *T. thynnus* gametogenesis. Although Atlantic bluefin reproductive research is a challenging undertaking with tissues difficult to obtain, further transcriptome styled investigation of other tissues taken in a non-destructive method may provide valuable insight and proxy indications for bluefin reproductive condition. The specific ESTs identified herein are important as potential biomarkers for reproductive development, gender distinction and maturation. Such information and non-destructive tools would be highly desirable for both fisheries management and aquaculture development of the Atlantic bluefin by allowing managers to make informed decisions on sexual maturity with little impact to these already over-exploited and highly prized animals. This investigation is the first application of microarray technology for bluefin tunas and has demonstrated the efficacy by which this technique may be used for further characterization of the many unknown biological aspects for this valuable fish.

## Methods

### Animal and tissue collection

Gonad tissue samples were collected from mature *T. thynnus* by observers as part of the Pelagic Longline Observer Program coordinated by the National Oceanic and Atmospheric Administration (NOAA). Observers stationed aboard commercial longline vessels in the Gulf of Mexico during May of 2009 sampled tissues from *T. thynnus* taken as bycatch on pelagic longlines within 30 minutes of death. Where possible, curved fork length of captured *T. thynnus* were recorded. Gender was determined by gross dissection and review of gonad histology. Gonad tissue was sampled from the fish in a sterile and RNAse free manner and fixed immediately in RNA*later*® (Applied Biosystems, Foster City, CA, USA) for gene expression analyses and 10% phosphate buffered formalin for subsequent histological processing. A 1:10 sample to fixative volume ratio was used for both fixatives. Tissues for RNA analysis were immediately stored at 4°C overnight and then transferred to −20°C until processing.

### Histology

Histological sections were sliced from formalin preserved and paraffin embedded gonad samples by IDEXX Laboratories (Sacramento, CA, USA) and stained with with haematoxylin and eosin. Sexual maturity and spawning status were determined histologically according to the methods used by Schaefer [23] and Itano et al. [22].

### RNA isolation

Tissue samples were homogenized with a TissueLyser II and stainless steel beads (Qiagen, Valencia, CA, USA). Total RNA was purified from gonad samples fixed in RNA*later*® using TRIZOL® reagent as recommended by the manufacturer (Invitrogen Life Technologies, Carlsbad, CA, USA). Concentration and purity of the RNA were determined using a spectrophotometer (NanoDrop® ND-1000, NanoDrop Technologies Inc., Wilmington, DE, USA) with 230, 260 and 280 nm readings. RNA quality was assessed for all samples by visualization on a denaturing formaldehyde RNA gel (protocol recommended by Qiagen, Valencia, CA, USA) and ethidium bromide staining.

### Microarray

#### Microarray platform description

The microarray platform used during this investigation for the purposes of gonad transcriptome expression profiling is entitled BFT 4X44K Array. The platform is a custom commercial Agilent Technologies 4 X 44K format (Agilent Technologies, Santa Clara, CA, USA), capable of the independent hybridization of four separate microarrays per microarray chip. Each independent microarray contains 44 000 *in situ* synthesized oligonucleotide probes with an average length of 50 nucleotides. The probes represent published ESTs derived from Atlantic bluefin tuna liver, ovaries and testis [18]. A total of 10163 ESTs were downloaded from GenBank (accession numbers: EC091633-EC093160, EG629962-EG631176, EC917676-EC919417, EG999340-EG999999, EH000001-EH000505, EH667253-EH668984, and EL610526-EL611807) using the Trace2bdEST component of the PartiGene EST-software pipeline [82]. These ESTs were clustered using TIGR Gene Indices Clustering software to create a non-redundant set of ESTs [83]. A total of 7068 EST clusters were generated and annotated with the Blastx algorithm [84] and Blast2GO software suite [85]. Array Designer software (Premier Biosoft International, Palo Alto, CA, USA) was used to select from the 7068 ESTs approximately three sense strand probes per EST each being a unique complimentary sequence for that EST and approximately 50 oligonucleotides in length. These probes were all duplicated on the microarray to a combined total of 44 000 probes per array. The BFT 4X44K Array platform design is publically accessible at the Gene Expression Omnibus (GEO) repository ( http://www.ncbi.nlm.nih.gov/geo/), accession number GPL10007.

#### Microarray experimental design, target preparation and hybridization

A total of eight *T. thynnus* gonad specimens were utilized for the microarray hybridizations, four females and four males representing biological replicates for both sexes. Total RNA was extracted individually from each of these samples as previously described. Aliquots of the extracted total RNA samples were taken and pooled equally among the eight individuals according to RNA concentration. This pooled RNA extraction was used as a common reference to compare variations in mRNA expression among the eight gonad samples. Each gonad sample was individually hybridized against the reference sample in a two-color design, totalling eight microarrays that were hybridized for the investigation in this manner. Target preparation including reverse transcription of total RNA, RNA amplification by *in vitro* transcription and aRNA labelling, was conducted using the Amino Allyl MessageAmp^TM^ II aRNA Amplification Kit (Applied Biosystems, Foster City, CA, USA) according to manufacturer’s instruction. Briefly, reverse transcription reactions were performed using T7 Oligo(dT) primer with Arrayscript reverse transcriptase. Second strand synthesis was then performed and cDNA purified using cDNA filter cartridges and used as template for aRNA synthesis in *in vitro* transcription reactions. aRNA was then purified using aRNA filter cartridges and yield and quality of aRNA was assessed by spectrophotometer as previously described. Up to 20 μg per sample of amino allyl-modified aRNA was labeled with Cy3 or Cy5 NHS ester dyes and subsequently column purified.

Hybridization of the microarrays followed the Two-Color Microarray-Based Gene Expression Analysis protocol with reagents from the Gene Expression Hybridization Kit (Agilent Technologies, Santa Clara, CA, USA). Briefly, 825 ng each of Cy3 and Cy5 labelled aRNA was fragmented to nucleotide lengths of 60 – 200 in a fragmentation mix and then added to the hybridization buffer. The hybridization mixes were then applied separately to all four microarrays present on the BFT 4X44K Array and individually sealed with gaskets dividers within a Hybridization chamber (Agilent Technologies, Santa Clara, CA, USA). Microarrays were hybridized at 65°C for 17 hours in a rotating hybridization oven. Following hybridization, microarrays were washed according to the Two-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies, Santa Clara, CA, USA). Briefly, the hybridisation chamber is disassembled and the microarray slide is washed for 1 minute in GE wash buffer 1 at room temperature and then transferred to GE wash buffer 2 at 37°C for an additional 1 minute. Following the second wash the slide is slowly removed from the buffer minimising droplet adherence to the slide and scanned immediately. Scanning was performed using the Axon GenePix® 4000B microarray scanner (Molecular Devices, Sunnyvale, CA, USA) at 5 μm pixel resolution with automated photomultiplier balancing used to determine signal intensity and channel balancing.

### Analysis

Each microarray on the BFT 4X44K Array slide was scanned separately with the resulting images saved as .tiff files. Feature Extraction 4.0 image analysis software (Agilent Technologies, Santa Clara, CA, USA) was used to extract and process these raw microarray images. Briefly, the Feature Extraction processing pipeline begins by placing a grid specific to the BFT 4X44K Array on the scanned image and identifying each microarray feature. Non-uniform outliers are excluded followed correction of the raw mean signal intensity values by computing background, bias and error values. Global Lowess normalization was used to correct for dye biases, before calculating the log ratios of dye-normalized signals for each feature. The microarray data is publically accessible at the Gene Expression Omnibus (GEO) repository ( http://www.ncbi.nlm.nih.gov/geo/) accession number GSE34084.

The Feature Extraction output files generated were imported into GeneSpring GX 11.0 (Agilent Technologies, Santa Clara, CA, USA) software for microarray analysis. Statistical significance for difference in gene expression between the male and female gonad samples by using an unpaired Student’s *t*-test on the processed expression ratio values. A p-value cut-off criteria of <0.05 was used in conjunction with the Benjamini-Hochberg multiple testing correction. Fold change analysis was further applied to those features that were deemed statistically significant with a cut-off of two fold difference in expression. The final list of microarray features meeting the above criteria were hierarchically clustered with the Euclidean distance metric and visualized through a heat map plot.

### Quantitative real-time PCR analysis

Quantitative real-time PCR (QPCR) was used to confirm the relative expression profiles of 13 transcripts identified as significantly differentially expressed by microarray analysis. QPCR primers were designed based on the EST sequence from which the microarray oligonucleotide probe was derived (Table 2). In preparation for QPCR cDNA generation, total RNA was treated to remove any contaminating DNA with the DNA-free^TM^ kit as per the manufacturer’s protocol (Applied Biosystems, Foster City, CA, USA). Following DNAse treatment, 5 μg of total RNA from each gonad sample was used to generate cDNA with the Superscript^TM^ III Reverse Transcriptase enzyme and random primers following the manufacturer’s protocol (Invitrogen Life Technologies, Carlsbad, CA, USA). QPCR amplification reactions were performed in triplicate for each gonad cDNA sample using a Bio-Rad, iCycler iQ, Real-Time PCR Detection System using iQ^TM^ SYBR® Green Supermix (Bio-Rad, Hercules, CA, USA) in 25 μl reaction volumes as per the manufacturer’s protocol. The thermal profile for the qPCRs consisted of an activation step at 95°C for 15 min and 40 cycles of denaturing at 94°C for 40 s, annealing at 55°C for 40 s and elongation at 72°C for 1 min. After the last amplification cycle, a melt curve procedure was performed by which the temperature was cycled from 95°C for 1 min to 55°C for 10 s and then repeated another 81 times, increasing by 0.5°C per cycle for the latter temperature, confirming the presence or absence of non-specific PCR products and primer dimer. β-actin was evaluated for its suitability as a stable transcript to be used for QPCR normalization [86]. Specifically, β-actin transcript variation between all samples ranged between 18 and 20 amplification threshold cycles. Both QPCR and microarray results showed that β-actin expression levels were independent of the sex in relation to gonads thereby validating the use of β-actin for normalization of QPCR results for this investigation. 

**Table 2:** Quantitative PCR specifics

**Putative Gene Annotation**	**Microarray identifier**	**EST Accession No.**	**Sequence (5**^**′**^**-3**^**′**^**)**^**#**^	**Amplicon length (bp)**	**Amplification Efficiency (%)**
ZPC1	TTC00305	EC091965	F – CATACCACCCTTCACCCATC	212	102
			R – GCTCCACACTAGCCCATGAT		
Vitelline egg envelope gamma	TTC00056	EC091692	F – GCTTGCATGTGTCAGGCTTA	198	94
			R – GGAGAATGGCTTGACTGCTC		
Aveolin	TTC00935	EC092671	F – GCTTCTGCTGCTCTTCGTCT	198	90
			R – AACAACACCTGAGGCAGGAC		
Choriogenin L	TTC04136	EG630294	F – GAGCAGTCAAGCCATTCTCC	230	94
			R – CGTCAATCTCAGTGGCTGAA		
Cathepsin S	TTC00230	EC091881	F – GGATCGACACTGGGAACTGT	297	92
			R – CCCTCCAGTCCAGTGATTGT		
Aquaporin 1	TTC00180	EC091829	F – CCTGTTTCGCAGTCTTGGAT	191	96
			R – GGTCGGGGTAGGAATCATTT		
Tmc6-related protein 1	TTC04625	EG630885	F – CCGGTTTCTCCTCACCAATA	135	91
			R – TTGTGCGTGACATTCCTGAT		
Fatty acid-binding protein, adipocyte	TTC00964	EC092703	F – ACTGCAATGACCGAAAGACC	175	97
			R – CCTCCTTTCCGTAGGTCCTC		
Epididymal secretory protein E1 precursor	TTC00209	EC091860	F – GCTTGATGGGATTCACCTGT	215	94
			R – CGATTATTCCCATGGACCAC		
Synaptonemal complex protein 3	TTC02745	EC918114	F – AAGAGCTGAGCGGTTCAGAG	264	91
			R – TGACCGTGGTAGTTGTTCCA		
T-complex-associated testis-expressed protein 1	TTC02749	EC918118	F – TGCTGGTGAAACACCTCTTG	208	92
			R – AGGGACAAAAGGGTGGAGTT		
Brain-type fatty acid binding protein	TTC05153	EG999669	F – CCTACACCTGATGACCGACA	212	98
			R – GCTGGGATGATTTGCTCATT		
Intestinal fatty acid-binding protein	TTC05128	EG999641	F – CGCAGCGAGAATTATGACAA	244	95
			R – AGCATGTCACCCTCCATCTC		

^#^F refers to the forward primer while R indicates the reverse primer.

Relative mRNA transcription abundances were calculated using the delta-delta Ct method [87]. Standard curves were generated from a five point serial dilution of cDNA synthesized from total RNA of a selected gonad sample. A reference cDNA preparation from the gonads of the female samples and another from the males were selected and used as the basis for the standard dilution series. The cDNA template differed depending on whether the target is predominantly considered expressed in male gonads or females. The dilution series forms a standard curve from which a linear relationship between threshold cycle (C_t_) and log_10_ of template concentration is determined. This standard curve was used as the basis for calculating/calibrating relative abundance values in the remaining samples. Amplification efficiency of the reactions was also determined from the standard curves of each primer pair (Table 2). All relative abundance values were normalized with respect to the relative abundance of β-actin pertaining to that specific gonad cDNA preparation. A Student’s t-test was used to determine whether differences in relative expression of the QPCR targeted ESTs were statistically significant among the male and female gonads of *T. thynnus* used in this investigation (Table 2).

## Competing interests

The authors declare they have no competing interests in the manuscript.

## Authors’ contributions

LG performed RNA extractions, microarray hybridizations, bioinformatics analysis, QPCR, histological analysis, interpretation of the data, drafting the manuscript and contributed to the overall experimental design and conception of the project. NJ contributed to the microarray design, microarray hybridization, QPCR and drafting of the manuscript. PC contributed to drafting of the manuscript and overall experimental design and conception. BB contributed to histological analysis, drafting of the manuscript and overall experimental design and conception. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ** Table listing all ESTs represented on the BFT 4X44K microarray detected as significantly differentially over-expressed in *T. thynnus* female gonad tissue in comparison to male gonad tissue.** A total of 737 ESTs are listed. Fold change from the microarray analysis is indicated as well as their putative sequence annotations and accession numbers where available. Click here for file

Additional file 2 ** Table listing all ESTs represented on the BFT 4X44K microarray detected as significantly differentially over-expressed in *T. thynnus* male gonad tissue in comparison to female gonad tissue.** A total of 536 ESTs are listed. Fold change from the microarray analysis is indicated as well as their putative sequence annotations and accession numbers where available. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

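Gonad RNA of 4 female and 4 male fish was compared on 8 arrays, 1 per fish, each against a pool of equal amounts of RNA from all 8 fish. The gonad RNA was labelled with Cy5 and the pool with Cy3. The authors scanned the arrays and made 1 file per array with Feature Extraction (version 9.5.3.1 by the file headers). Each file holds deposited spot intensity values for both channels, before and after background subtraction and dye normalization. It also holds a deposited log10 ratio of sample to pool after Lowess normalization, and flags for spots. A second deposited table holds log2 ratios of the same arrays, with the 2 spots of a probe averaged, for 21006 features of which 60 are controls. Set against the scanner files, 99.4% to 100% of its values lay within 0.001 of the log2 of the processed sample signal over the processed pool signal. The deposited log10 ratio was exactly 0 for 2.01% to 13.0% of the spots of an array.

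The fit reported in the text took the deposited log10 ratio on the log2 scale, without control spots and without spots flagged as outliers, averaged over the 2 spots of a probe. Flagged spots made up 0.153% to 7.90% of the spots of an array. A probe was tested when at least 3 arrays of each sex had a value, which left 20908 of 20946 probes. The fits used limma 3.58.1 in R 4.3.3 with data.table 1.17.8, and adjusted p values are Benjamini-Hochberg over all probes or all ESTs tested. A probe was called at an adjusted p below 0.05 and a log2 change beyond 1. For the EST fit, the mean over all probes of an EST was fitted in the same way. The files name probes by EST and give no gene names, so names are those of the paper and its additional files. The probes were not mapped to a genome here, so no coordinates are given.

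Where a probe was not well above background on any array of a sex, its EST has a bound. The sample channel was corrected by normexp and normalized by loess within arrays and Aquantile between arrays. The dimmer sex then entered at the higher of the probe's own signal and the lowest signal among probes well above background on that array, and the brighter sex at its mean over all its arrays. Such bounds hold for this normalization alone, and other settings can give a smaller change. They are open to dye bias, since there are no dye swaps.

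ESTs are named in the text by a rule written before the data were examined: each EST of Table 1, Table 2 or the text of the paper, the 3 ESTs with the largest change in each direction in the EST fit among those with an adjusted p below 0.05 and no overlap between the sexes, and the ESTs that the additional files name as beta-actin, cathepsin B, D or L, aquaporin, TMC6, synaptonemal complex protein or vitellogenin. TTC02390 is named outside this rule, after its value was seen, because it holds the called probe with the largest change. No EST is named as beta-actin in the files or additional files, so its expression was not analysed here. The QPCR values were not analysed here either.

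The alternatives were the methods' t-test (unpaired, equal variance), normexp (offset 50) with loess or with median centring, the authors' table of log2 ratios, a filter on dim probes, flagged spots kept, the brightest spot of a probe, the replicate number as a block, array weights, each array left out in turn and other thresholds. The fits were tested on simulated data, with 200 of 20908 probes changed between 4 arrays and 4 arrays at the spread of the real probes. At a change of 2 on the log2 scale limma recovered 60.0% of the changed probes with 5 false calls, and the methods' t-test 28.5% with 1 false call. At a change of 3, limma recovered 90.5%. With 200 of 7074 ESTs changed by 2, the EST fit recovered 98.5%. The simulated noise was drawn for each probe separately, so it lacks any variation that the probes of an EST share. The 98.5% can thus overstate the power of the EST fit. With no probe changed, limma and the methods' t-test both called 0.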

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

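The tests of a label swap, of compressed ratios and of probe GC content for Female 3, that of ovary RNA mixed into Male 1, and the comparison with the other arrays left out, were chosen only after the result was seen. Within each sex, the array furthest from the others was judged by its gap to the nearest array over the range of the 4 arrays (Dixon's test). Chance alone puts about 1 in 20 groups of 4 past the limit. Past it were 2 of 2 groups of positions, 3 of 30 groups of array measures and 10 of 136 groups of EST values. Of these, 7 were Female 3 and 6 were Male 1.

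Female 3 lay apart from the other ovary arrays in its position between the sexes (Dixon ratio 0.896), the median of its log2 ratios (1, where the medians of the other 3 ovary arrays are all 0) and their SD over probes (0.868). It was also apart for TTC03982 (0.846), TTC04154 (0.854), TTC04501 (0.860) and TTC04551 (0.839), which were lower in Female 3 than on the other ovary arrays. Noise of dim spots is argued against by the position of 0.602 over probes well above background on all 8 arrays, which stays outside the range of the other ovary arrays. Compression of the ratios towards the pool is argued against by an SD of the log2 ratios of 0.908, higher than on the other ovary arrays. A trend with probe GC content is argued against by r = -0.0478. A swap of the labels of Female 3 and Male 1 would put Female 3 near the other testis arrays and Male 1 near the other ovary arrays. Male 1 lay at 0.401, and between 0.284 (probes higher in ovary) and 0.511 (loess) over all sets of probes and normalizations tried. It was thus nearer to the ovary mean with loess and over probes higher in testis (0.508), but never near the other ovary arrays. Female 3 lay between 0.505 and 0.748, never near the other testis arrays, which argues against a swap. Testis RNA mixed into Female 3 would, if signals are linear, give the same share of testis from both sets of probes on linear ratios. The shares were 0.735 over probes higher in ovary and 0.230 over probes higher in testis, a difference of 0.505, where the other ovary arrays gave -0.0589 to 0.0230. In a simulated equal mixture the shares were 0.516 and 0.487. The shares differed, against the prediction, but linear signals are not given here. The mean linear ratio to the pool would be 1 with linear signals and equal parts in the pool. Its median was 0.731 over probes called higher in ovary and 1.28 over those called higher in testis. The simulated mixture had no such departure. So the test cannot decide on mixing, which stays open as the whole cause or a part of it. By the histology of the paper the ovary of Female 3 was at stage 4 and the others at stage 6, so a difference in stage stays open and is untested with 1 fish. Female 3 and Male 1 lay together on the second principal component (52.1 and 57.2), which held 21.5% of the variance, and at opposite ends of the third (-46.5 and 41.4), which held 9.69%. Whether a cause is common to both arrays was not tested.

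Leaving out Female 3 raised the number of called probes to 3982, where no other ovary array left out gave more than 2071. So fewer arrays as such do not raise the number.

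Male 1 lay apart from the other testis arrays in its position (0.963) and in its share of spots marked as outliers by the scanner software (0.963), and for TTC04154 (0.873), TTC04625 (0.931), TTC00209 (0.859) and TTC01068 (0.83), which were higher in Male 1. Noise of dim spots is argued against by the position of 0.405 over probes well above background on all 8 arrays. The shares of ovary in Male 1 were 0.180 over probes higher in ovary and 0.741 over probes higher in testis, a difference of -0.561, where the other testis arrays gave -0.114 to 0.111. This argues against ovary RNA mixed into Male 1 as the whole cause, and a part played by it stays open. The paper describes the testes of all 4 males as mature and of the same type, and no biological explanation was tested.

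Male 4 lay apart for TTC03943 (0.838) and Male 3 for TTC08821 (0.862). With 136 groups of EST values examined, single cases of this kind are within what chance gives, and no explanation was tested.

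Some ESTs that the paper does not discuss in its text changed between the sexes. The largest log2 fold changes among ESTs without overlap belonged to TTC04625 and, outside the paper's text, to TTC04053 (3.22) and TTC08286 (3.07) higher in ovary and to TTC02570 (-4.30), TTC02883 (-4.02) and TTC05455 (-3.94) higher in testis. Chance gives no overlap for 2.86% of ESTs. A fault of 1 probe is argued against by the smallest change over the 13 probes of these 5 ESTs, 2.08 on the log2 scale in the direction of the EST. Cross-hybridisation of all probes of an EST with a transcript of the same family stays open. TTC00959, named as TMC6 in Additional file 1, had a log2 fold change of 3.01 and TTC08821, named as vitellogenin b in Additional file 2, one of -0.997. The change of TTC08821 rests on 1 of 2 probes, which was not well above background on any ovary array, so it was at least 1.23-fold higher in testis by the normalization used for bounds alone. With dim probes left out the change was -0.21, with an adjusted p of 0.647, no longer below 0.05. With loess its change was -0.20 and after median centring 0.12 (adjusted p = 0.916, where the alternatives ranged from 3.5e-05 to 0.916), so its direction depends on the normalization. Sex, and the stage of the gonads with it, stays open as the biological explanation for these ESTs. It is not separable here from the order of scanning, nor perhaps from the slide.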

How the results depend on the processing

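The methods' t-test on the authors' table of log2 ratios with control probes kept, and the test of the order of scanning, were chosen only after the result was seen. All other alternatives were set before the data were examined. Unless a reason is given, the cause was not tested.

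With all arrays 2858 probes were called (1669 higher in ovary, 1189 in testis), in 1829 ESTs (1030 and 808). The methods' t-test called 1742 probes (1011 and 731) in 1216 ESTs (684 and 536). Normexp with loess called 1843 (1265 and 578) in 1112 ESTs (766 and 347), and with median centring 1180 (984 and 196) in 736 ESTs (597 and 139). Array weights called 5267 (2906 and 2361) in 3118 ESTs (1632 and 1563). An adjusted p below 0.01 gave 1081 (638 and 443) in 784 ESTs (464 and 320), as a stricter threshold must give fewer. The EST fit called 1079 ESTs. The added t-test called 1820 features (1078 and 742), with 536 ESTs higher in testis. Within 1.5 times the count of called probes were the authors' log2 ratios (3613), dim probes left out (3218), spots marked as outliers kept (2860), the brightest spot (2585), the replicate block (2287) and no fold limit (3287).

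Without 1 array the number of called probes ranged from 1532 (without Male 3) to 3982 (without Female 3), with 905 to 2482 higher in ovary and 627 to 1684 in testis. The number of ESTs ranged from 1096 to 2464, with 627 to 1417 higher in ovary and 457 to 1086 in testis. The called probes shared with the fit of all arrays ranged from 1507 to 2582 when an array other than Female 3 was left out, against 2635 for Female 3. In the added t-test, 1628 were shared without Female 3. The number of aquaporin ESTs with a called probe ranged from 3 (without Female 2 or Male 3) to 5. Fewer arrays lower the power, but without Female 3 or Male 1 the counts rose.

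The share of called probes higher in ovary was 58.4%, with loess 68.6%, with median centring 83.4%, with array weights 55.2% and without Male 1 51.7%. The median log2 fold change over all tested probes was -0.07, with loess -0.00 and with median centring 0.03. Over probes well above background on all 8 arrays the share was 63.2%. That filter kept 1390 of 1669 probes called higher in ovary and 811 of 1189 called higher in testis, so it does not separate a floor on dim spots from a true excess, and these cannot be told apart. Over the same probes the share moved by 20.3 points between the 3 normalizations, though it stayed above 50% in each. With no dye swap, dye bias and a true excess in ovary cannot be told apart.

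The position of Female 3 was 0.602, and 0.561 over all tested probes, 0.631 with equal numbers of probes from both directions, 0.505 over probes higher in ovary and 0.748 over probes higher in testis. Over probes well above background, the median correlation rose from 0.782 to 0.859 for testis pairs without Male 1 and from 0.455 to 0.612 for ovary pairs without Female 3. The overlap with the paper's lists was 94.2% (ovary) and 97.6% (testis), with the methods' t-test 90.4% and 93.5%, and with the added t-test 100% and 100%. The rank correlation with the paper's folds was 0.689 and 0.778, with the largest called probe of an EST 0.946 and 0.970, with the mean over called probes 0.906 and 0.965, and with the added t-test 1 and 1. The mean linear ratio to the pool had a median over probes of 1.06, and of 1.01 with loess.

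The 68 named ESTs were judged by whether the adjusted p of the EST was below 0.05, whatever the size of its change. All kept their direction and their side of this limit with the authors' log2 ratios, outlier spots kept and the replicate block. So they did with array weights, and without Female 3 or Male 1. An adjusted p below 0.05 was lost by 10 with the methods' t-test, 5 with loess and 7 with median centring. The 7 do not count TTC08821, which lost it there as well and reversed. It was lost by 4 with dim probes left out, 2 with the brightest spot and up to 6 without 1 other array (without Female 2). Among the ESTs counted are TTC05123 and TTC03943, which had no called probe. TTC08821 reversed after median centring, to 0.12 (adjusted p = 0.916, over alternatives 3.5e-05 to 0.916).

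Of 35 splits of the arrays into 4 and 4, 1 split, the real one, gave as many called probes, 1 split as many ESTs with a called probe and 1 split as many ESTs in the EST fit. Chance can be excluded only at the level of 2.86%, the smallest share that 35 splits can give. All ovary arrays were scanned first, with 0 testis arrays among the first 4, so the order of scanning and sex cannot be told apart. The same may hold for slide and hybridization, since the slides are not named.

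The replicate numbers do not pair the samples: for arrays of the same number the residual r ranged from -0.0297 to 0.287. A block for the slide was not run, since the files name no slides. With 4 arrays per slide and all ovary arrays scanned first, such a block may not be separable from sex. Beta-actin was not run, since no EST is named so. Signal over background limits the changes of dim probes. Of the probes called higher in ovary, 58 were dim on all testis arrays, so the size of their change is not measured. The same holds for 110 of those called higher in testis, which were dim on all ovary arrays. In the brighter sex, 21 probes called higher in ovary were dim on all ovary arrays, as was 1 called higher in testis on all testis arrays. On all 8 arrays, 15 and 1 were dim. These calls are not backed by signal well above background.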

Differences from the paper's values

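The methods' t-test on the authors' table of log2 ratios with control probes kept was chosen only after the result was seen, and so was the use of bounds for ESTs with a dim probe in the comparison of folds.

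The paper gives 1820 features, and 2858 probes were called here. Of the alternatives set before the data were examined, the methods' t-test (1742), normexp with loess (1843), the brightest spot (2585), the replicate block (2287) and leaving out Female 1 (1784), Female 2 (1578), Female 4 (2071), Male 2 (1585), Male 3 (1532) or Male 4 (1929) come within 1.5 times the paper's value. Median centring, the authors' log2 ratios under limma, dim probes left out, outlier spots kept, array weights, no fold limit, an adjusted p below 0.01 and leaving out Female 3 or Male 1 do not. The methods' t-test on the authors' log2 ratios with control probes kept, chosen after seeing the values, gives 1820, and 3 of these are control features.

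The paper gives 536 ESTs higher in testis, and 808 had such a probe here. The methods' t-test (536), outlier spots kept (801), the brightest spot (604), the replicate block (656) and leaving out Female 1 (538), Female 2 (480), Female 4 (658), Male 2 (488), Male 3 (457) or Male 4 (632) come within 1.5 times. Loess, median centring, the authors' log2 ratios under limma, dim probes left out, array weights, no fold limit, an adjusted p below 0.01 and leaving out Female 3 or Male 1 do not. The added t-test, chosen after seeing the values, gives 536, and 737 higher in ovary as in the paper.

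A fold of Table 1 is counted as differing when it is more than 1.5 times off and the difference on the log2 scale is larger than the SD between arrays, pooled over the sexes. By this, 24 ESTs differ, and 55 of the 60 folds are lower than the paper's. Higher in ovary, with the paper's fold first, these are TTC00054 (6.1 and 3.78), TTC00305 (4.5 and 2.87), TTC00906 (4.7 and 2.47), TTC03982 (5.8 and 3.27), TTC04154 (8.6 and 3.65), TTC00056 (6.4 and 4.15), TTC04136 (2.9 and 1.87), TTC00085 (10.3 and 4.08), TTC01243 (3.9 and 1.77), TTC04658 (5.2 and 3.03), TTC00766 (4.8 and 2.24), TTC04464 (4.2 and 2.05) and TTC00346 (4.8 and 3.07). Further ones are TTC04425 (5.7 and 1.74), TTC04368 (5.2 and 2.89), TTC00180 (4.5 and 2.40), TTC00584 (5 and 3.15), TTC02704 (4.5 and 2.65), TTC04625 (23.1 and 15.3), TTC01498 (9.6 and 6.35), TTC00209 (7.6 and 4.07), TTC04551 (7.2 and 3.28) and TTC00127 (6.2 and 3.25). Higher in testis it is TTC05755 (the paper's 11.6 and 4.66). The number of these that still differ is 24 under the methods' t-test, the authors' log2 ratios, outlier spots kept, the replicate block and without Male 2 or Male 3. It is 23 with dim probes left out and without Female 1, Female 4 or Male 4, 22 with loess and without Female 2, 20 over probes well above background, 18 with the brightest spot, 17 without Female 3, 15 without Male 1, 14 with array weights, 12 with median centring and 8 with the mean over called probes. Other ESTs come to differ under some settings, so that over all 60 ESTs the number is 22 with median centring, 26 with loess, 15 with array weights, 20 with the brightest spot and 22 over probes well above background. Without 1 array it is 24 (Female 1), 27 (Female 2), 18 (Female 3), 29 (Female 4), 16 (Male 1), 26 (Male 2), 29 (Male 3) and 30 (Male 4). With the largest called probe of an EST none of the 24 still differs (0), while TTC05527 then differs (the paper's 2.6 and 4.31). With the added t-test, chosen after seeing the values, the fold of the largest called probe equals the paper's within 1% for 100% of the listed ESTs. For 5 ESTs of Table 1 with a dim probe the fold is a bound and is not counted as differing. By their EST fit, 4 of them would differ as well, namely TTC00493 (the paper's 7.6 and 3.51), TTC04306 (the paper's 3 and 1.84), TTC03876 (the paper's 3.5 and 2.18) and TTC05153 (the paper's 33.9 and 12.0). For TTC04306 the value used as its bound, 1.98, lies above the EST fit.

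The paper ranks TTC04625 above all other ESTs in its change. In the paper's additional files 9 ESTs have a larger fold, with TTC02390 the highest at 43.6, and in the EST fit 2 ESTs higher in testis have a larger change. The paper describes the list of features as little changed without Female 3. Here 3982 probes were called without it, with 1347 not called before and 223 lost. The added t-test, chosen after seeing the values, gave 3039 features, of which 1628 were shared. The paper counts all 15 cathepsin ESTs as higher in ovary by its threshold, and 14 had a called probe here, the exception being TTC03943. With loess, median centring, the authors' log2 ratios, array weights, without Female 3 and without Male 1, and in the added t-test chosen after seeing the values, all 15 had one. Without Male 2, Male 3 or Male 4 the number was 13, and under the other alternatives tried at the same threshold 14. The paper's text divides these ESTs into cathepsins L, Z and S alone. Over the whole of Table 1, 8 are named S, 3 Z, 2 K and 1 L. Over Additional file 1, which names 18 cathepsin ESTs, 13 are named S, 3 Z, 1 K and 1 L, which comes nearer to the paper's text. The paper's text names TTC05123 as higher in testis, and it had no called probe and a log2 fold change of -0.77 here, with a limma adjusted p of 0.0482 (over alternatives 0.00252 to 0.835). The paper adds the numbers of its lists as separate ESTs, and 6 ESTs are in both, which leaves 1267.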

Other observations

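The tests of probe GC content within ESTs and of the source of the paper's folds were chosen only after the result was seen. The first of these replaced a correlation of change with GC within ESTs (r = -0.136), which fell between the limits set for it.

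Probes of the same EST did not always change alike. Of 1827 called ESTs with more than 1 probe, 528 (28.9%) had a probe whose change had the opposite sign, and 9 had probes called in both directions. Of the variance of the log2 fold changes over ESTs of 3 probes, 58.7% lay between ESTs. Dim probes as the whole cause are argued against by the share of 16.9% among called ESTs with all probes well above background on all 8 arrays. The GC content of the probes as the whole cause is argued against by a share of 28.9% after the trend with GC was taken out. That correction moved 17 ESTs out of this set and 17 others into it, and 511 were in it before and after. Strand errors, splice forms and cross-hybridisation stay open, and no biological explanation was tested.

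Probes of 16 of the 21 vitelline envelope ESTs share at least 20 bases with a probe of another EST of the group, in 28 pairs. Shared sequence is thus a candidate explanation for part of the number of ESTs of this group higher in ovary, beside expression of several genes, which stays open and untested. The reverse primer of TTC00056 is the reverse complement of the forward primer of TTC04136.

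The folds of Table 1 are mostly larger than the mean over the probes of an EST. With the methods' t-test on the authors' log2 ratios, the fold in the additional files equals that of the called probe with the largest change for 100% of the listed ESTs. That the paper's fold is that of the called probe with the largest change is a candidate explanation, found and tested on the same values.

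The mean linear ratio to the pool would be 1 for a probe if signals were linear and the pool held equal parts. Its median was 0.916 over called probes, 0.731 over those higher in ovary and 1.28 over those higher in testis.

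ESTs with an accession in the paper's lists fall into 7 blocks of accessions. The share of called ESTs with a probe higher in ovary was 88.9%, 82.1%, 28.9%, 33.3%, 34.8%, 57.3% and 55.1% in these, and 11.1% outside them. Only 1267 of 7074 ESTs have an accession there, all chosen by the paper as changed, so no test was made.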
